# Maternal Benzophenone Exposure Impairs Hippocampus Development and Cognitive Function in Mouse Offspring

**DOI:** 10.1002/advs.202102686

**Published:** 2021-10-28

**Authors:** Fengzhen Cui, Qingfei Pan, Siyi Wang, Faming Zhao, Runxin Wang, Tingting Zhang, Yaying Song, Jun He, Haolin Zhang, Qiang Weng, Yang Jin, Wei Xia, Yuanyuan Li, Guo‐Yuan Yang, Winnok H. De Vos, Jean‐Pierre Timmermans, Shunqing Xu, Yaohui Tang, Xia Sheng

**Keywords:** 4‐hydroxybenzophenone, endoplasmic reticulum stress, neurodevelopmental toxicity, p65, protein kinase R‐like ER kinase‐eIF2*α*

## Abstract

Benzophenones are widely supplemented in personal care products, but little is known about its neurodevelopmental toxicity. The previous epidemiological study discovered a negative correlation between maternal exposure to a benzophenone metabolite 4‐hydroxybenzophenone (4HBP) and child's neurodevelopment, yet the causal relationship and detailed mechanism remain to be defined. Here, it is reported that prenatal, but not postnatal, exposure to environmentally relevant level of 4HBP impairs hippocampus development and causes cognitive dysfunction in offspring mice. Transcriptomic analyses reveal that 4HBP induces the endoplasmic reticulum stress‐induced apoptotic signaling and inflammatory response in hippocampal neural stem cells. Mechanistically, 4HBP exposure activates protein kinase R‐like ER kinase (PERK) signaling, which induces CHOP, inhibits I*κ*B translation, and transactivates p65, thereby promoting inflammation and apoptosis on multiple levels. Importantly, genetic or pharmacological inhibition of PERK pathway significantly attenuates 4HBP‐induced NF*κ*B signaling and neurodevelopmental abnormalities in mice and in a human brain organoid model. The study uncovers the neurodevelopmental toxicity of BP and cautions its exposure during pregnancy.

## 1 Introduction

Neural development is a complex process and exquisitelysensitive to environmental insults.^[^ ^1^ ^]^ Transcriptional programs in the fetal brain regulate complex and overlapping developmental processes that ultimately shape the functional architecture of the adult brain. Neural circuitry underlying higher brain functions, such as learning, is primarily established between the second trimester and early childhood,^[^ ^2^ ^]^ wherein the proliferation and differentiation of neural stem cells (NSCs) play a fundamental role. Exposure to environmental insults during this period of time may cause inflammatory response in NSCs, resulting in profound and long‐lasting adverse effects on neurodevelopment.^[^ ^3^ ^]^

The unfolded protein response (UPR) is an adaptive mechanism upon perturbations in the endoplasmic reticulum (ER), such as disrupted proteostasis.^[^ ^4^ ^]^ One of the canonical UPR sensors is the protein kinase R‐like ER kinase (PERK), which is able to phosphorylate Ser51 in the *α*‐subunit of eukaryotic translation initiation factor 2 (eIF2*α*). This transiently halts global translation, at the same time allows for translation of a small subset of mRNAs, such as ATF4. ATF4 elicits adaptive response by regulating the expression of genes involved in protein folding, autophagy, and redox homeostasis, while it also transactivates CHOP under chronic ER stress and triggers apoptosis.^[^ ^5^ ^]^ Crosstalk between ER stress and inflammation has been extensively studied in neuropathology,^[^ ^6^ ^]^ but their implication in neurodevelopmental disorders remains poorly understood.

Benzophenones (BPs) are widely used in personal care products owing to its protective effect on skin and hair from UV irradiation,^[^ ^7^ ^]^ and are generally considered as a safe supplement. The parental structure of BP comprises two aromatic rings and a carbonyl group, based on which a family of compounds has been derived, including 2,4‐dihydroxy‐BP (BP‐1) and 2‐hydroxy‐4‐methoxy BP (BP‐3).^[^ ^8^ ^]^ BP can be quickly metabolized into 4‐hydroxybenzophenone (4HBP), whose level peaks 4 h after oral administration in rats.^[^ ^9^ ^]^ 4HBP has been widely detected in human samples, including pregnant women's urine, serum, amniotic fluid, placenta, and breast milk.^[^ ^10^ ^]^ Several epidemiological studies have correlated 4HBP exposure with multiple disorders, including fecundity, urogenital malformation, and increased risk of diabetes.^[^ ^11^ ^]^ Of note, 4HBP has been shown to cross the placenta barrier,^[^ ^10b^ ^]^ yet its effect on neurodevelopment has not been characterized. Our previous study examined the maternal exposure level of three BP derivatives (4HBP, BP‐1, and BP‐3), where that of 4HBP showed a significantly negative correlation with impairment in child neurocognitive development.^[^ ^12^ ^]^ However, the causal relationship and underlying molecular mechanism remain to be elucidated.

In this study, we showed that maternal 4HBP exposure inhibited NSCs proliferation, which resulted in neuronal loss, impaired hippocampal development, and cognitive dysfunction in offspring mice. Interestingly, this phenotypic abnormality was not observed in adult mice exposed to the same dosage of 4HBP. Transcriptomic analysis of the 4HBP‐exposed NSCs identified evoked inflammatory response and ER stress‐mediated apoptotic signaling, to which activated PERK‐eIF2*α* branch of the UPR was found to be a central contributor. Strikingly, genetic or pharmacological inhibition of this signaling protected against the 4HBP‐associated neurodevelopmental abnormalities in mice and in a human neural organoid model. Together, our findings provide new insight into the mechanistic implications of neurodevelopmental toxicity induced by BPs exposure, and caution the use of BPs‐supplemented personal care products during pregnancy.

## 2 Results

### 2.1 Maternal 4HBP Exposure Impairs Cognitive Function in Offspring Mice

As described above, 4HBP is a major BP metabolite and was the only derivative we found with a robust correlation with child neurodevelopment,^[^ ^12^ ^]^ we thereby chose to use 4HBP instead of other BPs in our animal experiments to pinpoint its toxicity. Prior to investigating its effect on offspring cognitive function, we first determined the exposure dosage of 4HBP by treating pregnant mice to serial concentrations of 4HBP via drinking water throughout the pregnancy. Then, the level of 4HBP in serum, placenta, fetal brain was measured by Mass spectrometry, and compared to the concentrations reported in human studies by us and others.^[^ ^10^, ^11^, ^13^ ^]^ We found that the dose of 1 mg kg^–1^ day^–1^ 4HBP exposure fell close to environmentally relevant parameters (Figure S1a, Supporting Information), thus hereafter chose the dosage of 0.1 and 1 mg kg^–1^ day^–1^ 4HBP for the in vivo experiments in this study.

Next, dams were exposed to 0.1 and 1 mg kg^–1^ day^–1^ 4HBP throughout pregnancy, and the offspring were housed under normal condition until postnatal day 56 (P56) when hippocampal development has matured, and synaptic connections and cognition‐related neural circuits have been stably established.^[^ ^14^ ^]^ Then, the mice were subjected to multiple behavior tests, including Morris water maze, step‐through test, and T‐maze test (**Figure** **1**a). In the water maze test, the escape latency gradually became shorter throughout the 4 days of spatial learning in all groups (Figure 1b). Spatial memory test on day 5 showed that 4HBP treatment reduced offspring swimming time in the target quadrant and the times of platform crossing, with statistically significant difference for 1 mg kg^–1^ day^–1^ exposure (Figure 1c). Meanwhile, the spontaneous exploration in the T‐maze test was significantly reduced in the 1 mg kg^–1^ day^–1^ 4HBP‐treatment group compared with the control groups (Figure 1d). Similarly, in the step‐through test we found that 4HBP exposure increased the time spent in and the number of repeated entries to the dark cage by the offspring (Figure S1b, Supporting Information). In contrast, 4HBP exposure of the same dosage and duration did not significantly alter the behavioral performance of adult mice (Figure S2a–c, Supporting Information), indicating a selective early‐life sensitivity to 4HBP exposure. These results indicate that maternal exposure to 4HBP impairs cognitive development in offspring mice.

**Figure 1:**
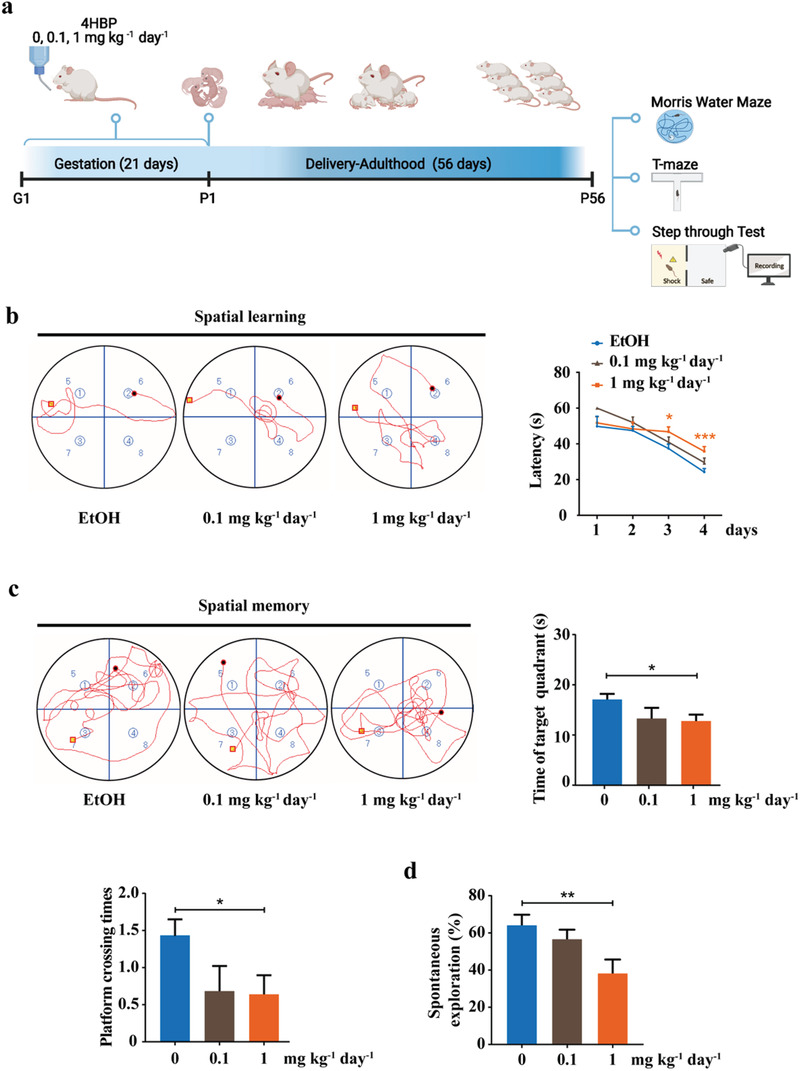
Maternal 4HBP exposure induces learning and memory defects in offspring mice. a) Schematic overview of the experimental design. Pregnant mice were exposed to either vehicle (EtOH) or 4HBP (0.1 or 1 mg kg^–1^ day^–1^) via drinking water throughout the entire pregnancy. The offspring were housed under normal condition from postnatal day 1 (P1) until day 56 (P56) for behavioral tests. b) On the left, representative swimming trace of mice from the start position to the platform in the spatial learning test on day 4. On the right, line graphs showed the change in escape latency from days 1 to 4 in the spatial learning tests. The hidden platform was fixed in the quadrant NE. c) Representative swimming trace in the spatial memory test after the hidden platform was removed on day 5. Bar graphs showed the time spent in the target quadrant and times of mice crossing the platform in spatial memory test among different groups. d) Quantification of spontaneous exploration behavior in the T‐maze. Data from *n* = 10 per group. Data are shown as mean ± SEM. One‐way ANOVA with Dunnett's multiple comparisons test, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Parts of Figure 1a were made with BioRender.com.

### 2.2 Maternal 4HBP Exposure Disrupts Hippocampus Development in Offspring Mice

Next, we examined the effect of maternal 4HBP exposure on offspring hippocampus development. Hematoxylin & Eosin (HE) staining observed a significant decrease in the volume of 4HBP‐exposed hippocampus in P1, and the morphological difference remained in P56 (**Figure** **2**a). Immunofluorescent staining of P1 offspring hippocampal tissues showed that 1 mg kg^–1^ day^–1^ 4HBP exposure significantly reduced the number of Ki67^+^/Nestin^+^ NSCs and increased signal of TUNEL (Figure 2b,c). There was also a marked difference in the expression of GFAP and Tuj1 in the hippocampus of P56 offspring (Figure 2b,c). Interestingly, NeuN^+^ cells were significantly less, in particular in the P56 hippocampus, suggesting marked neuronal loss in the adult hippocampus (Figure 2d). In addition, elevated expression of cleaved‐caspase 3 and Bax was also detected in the hippocampal tissue lysates of 4HBP‐exposed offspring (Figure 2e). On the contrary, 4HBP exposure of the same dosage and duration did not significantly change the number of neurons or differentiation pattern in the hippocampus of adult mice (Figure S2d, Supporting Information), mirroring the results of the behavior test. Together, these observations authenticated the detrimental effect of early‐life 4HBP exposure on hippocampus development.

**Figure 2:**
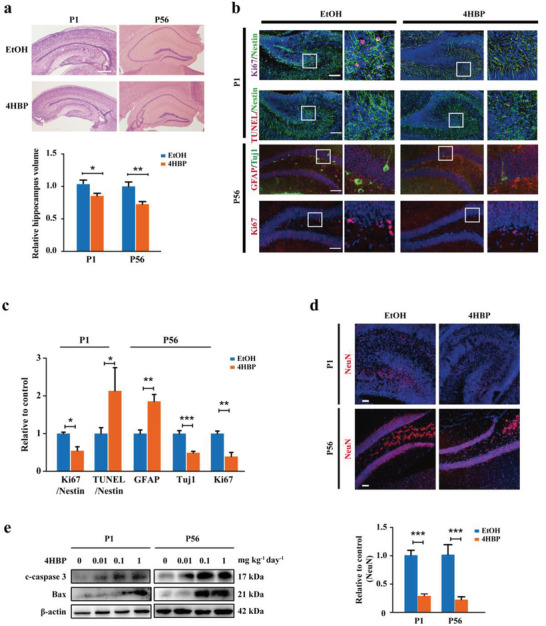
Maternal 4HBP exposure disrupts hippocampus development in offspring mice. Pregnant mice were exposed to either vehicle or 4HBP (1 mg kg^–1^ day^–1^) via drinking water throughout the entire pregnancy. The offspring were housed under normal condition until the indicated postnatal day. a) HE staining of the hippocampus and quantification of hippocampal volume in P1 and P56. b) Upper panel (P1): representative confocal images of NSCs co‐labeled with Nestin (green) and Ki67 (red) or TUNEL (red) in the dentate gyrus (DG) region of the hippocampus on P1. Lower panel (P56): representative confocal images of GFAP (green), Tuj1 (red), and Ki67 (red) staining in the DG of P56 offspring. Magnified images of the white box are shown to the right of each original image. Scale bar, 100 µm. c) Quantification of immunofluorescent staining in b. Data from *n* = 3 mice per group. d, top) Representative confocal images of NeuN in the DG region of the P1 and P56 hippocampus. Scale bar, 50 µm. Bottom, quantification of immunofluorescent staining in c. Data from *n* = 3 mice per group. e) Western analyses of cleaved‐caspase 3 and Bax in the hippocampal tissues of P1 and P56 offspring. Results of Western blot were from a representative experiment in triplicates. Data are shown as mean ± SEM. a,c,d) Unpaired and two‐tailed *t* test, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

Next, we isolated NSCs from the hippocampus of E14.5 mice exposed to either control or 4HBP, and cultured to allow for neurosphere formation. The growth of 4HBP‐exposed neurospheres was significantly slower relative to controls (Figure S2e, Supporting Information). Consistently, 4HBP dose‐dependently inhibited viability and neurosphere formation of primary NSCs cultured in vitro (Figure S3a,b, Supporting Information). Of note, neither the parental BP nor BP‐3 caused significant toxicity at the same concentration (1 µM) (Figure S3a,b, Supporting Information), indicating that NSCs are significantly more vulnerable to 4HBP compared to these two common BPs, which is also in keeping with our previous epidemiological observation.^[^ ^12^ ^]^ Immunofluorescence observed decreased Ki67 and increased TUNEL signals in NSCs upon 1 µM 4HBP treatment (Figure S3c,d, Supporting Information), which was accompanied by higher levels of cleaved‐caspase 3 and Bax (Figure S3e, Supporting Information). These data implicate that 4HBP attenuates proliferation and induces apoptosis of hippocampal NSCs.

In the meantime, double staining of GFAP and Tuj1 in NSCs cultured under differentiation media revealed markedly increased GFAP and decreased Tuj1 signals in response to 1 µM 4HBP in vitro (Figure S4a, Supporting Information). Total dendritic length and terminal branch of neurons significantly reduced as compared to control group. Moreover, Sholl analysis revealed significant reduction in morphological complexity of Tuj1‐positive neurons of the 4HBP group relative to control (Figure S4a, Supporting Information). Similar results were also observed in NSCs isolated from the hippocampus of E14.5 mice exposed to 4HBP (Figure S4b, Supporting Information). These data suggest that 4HBP exposure affects neuronal differentiation of hippocampal NSCs.

### 2.3 Transcriptomic Analyses of Mouse NSCs Treated with 4HBP

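RNA of 11 NSC cultures was sequenced as stranded, poly(A)-selected libraries, and the authors deposited a table for each library with the expected count, the TPM and the FPKM of every gene. An expected count is the number of fragments that RSEM assigns to a gene after it has shared out the fragments that align to more than 1 place, so it need not be a whole number. The cells were hippocampal NSCs of mouse embryos, kept for 7 days with 1 µM 4HBP or with the EtOH vehicle (control). Proliferation medium contains the growth factors that keep NSCs dividing, and differentiation medium lets them become neurons and glia. There were 3 libraries with 4HBP and 3 control libraries in proliferation medium, and 3 with 4HBP and 2 control libraries in differentiation medium. The paper names the compound 4-hydroxybenzophenone, whereas the deposited sample labels name it 4-hydroxybenzoic acid.
The total of the expected counts was between 20840839 and 21129722 in the 4HBP libraries and between 20934810 and 21007359 in the control libraries in proliferation medium. In differentiation medium, it was between 20822921 and 23187906 with 4HBP and between 21922810 and 23438463 in controls. A gene with 3 counts, taken as the smallest amount that this depth can show, corresponds to between 0.128 and 0.144 CPM (counts scaled to the library total), and this floor covers counting error only. The gene with the most counts in every library was mt-Co1. Mitochondrial genes took between 8.49% and 9.60% of the counts in proliferation medium and between 5.76% and 6.24% in differentiation medium.
Replicates in proliferation medium were more variable than those in differentiation medium. The biological coefficient of variation that edgeR estimated was 0.119 over the 6 proliferation libraries and 0.0369 over the 5 differentiation libraries. In proliferation medium, 4HBP replicate 3 lay farther from replicates 1 and 2 (mean chi-square per gene of 25.6 and 23.0) than those lay from each other (5.62). The names of the libraries give no batch or date of sequencing, so the data could not be compared within batches.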

To gain insight into the effect of 4HBP on the global gene expression of NSCs, transcriptomic analyses of mouse NSCs treated with 1 µM 4HBP under either proliferation or differentiation media were performed. 

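The tables list 53801 genes, of which 27295 had an expected count above 0 in at least 1 of the 11 libraries. Single libraries had between 19029 and 19694 genes above 0 in proliferation medium and between 20829 and 21408 in differentiation medium. All 11 libraries had a count for 15862 genes. The number of genes depended on the definition. Requiring at least 1 CPM in at least 2 libraries left 14495 genes, and 17467 of the genes above 0 in at least 1 library were protein-coding. Of the identifiers in the tables, 99.7% were found in the gene annotation of the same genome build.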

Using RSEM method,^[^ ^15^ ^]^ over 19 000 genes were quantified. To evaluate the accuracy of quantification, we introduced Salmon^[^ ^16^ ^]^ for a second round of quantification. We found over 97% of genes quantified by RSEM were also quantified by Salmon, and the Pearson and Spearman correlation coefficient were over 0.84 and 0.98, respectively (Figure S5a, Supporting Information), showing the quantification by RSEM is of high accuracy. We also evaluated the gene body coverage across all transcripts in each sample and found no bias on either 5’ or 3’ end (Figure S5b, Supporting Information).

With the accurate quantification values, we proceed to differential expression analysis. The principle component analysis was introduced and showed that 4HBP treatment significantly changed the gene expression profiles under proliferation condition but not under differentiation condition (Figure S5c, Supporting Information). This is consistent with the results of differential expression analysis, where we identified 644 differential expressed genes under proliferation condition and only 152 under differentiation condition (**Figure** **3**a). These data suggest that 4HBP mainly impact on NSCs proliferation, which became the primary focus of our following investigation. 

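Principal components were computed from log2(CPM+1) of the genes above 0 in at least 1 library, centred and not scaled. The first component held 82.7% of the variance and parted the media. The second held 6.20% and parted the treatments in proliferation medium, with scores of -8.15, -12.9 and -31.6 for 4HBP replicates 1, 2 and 3 and of 19.1, 22.1 and 13.0 for the controls. Along the same component, the differentiation libraries lay close together, at 0.449, 0.491 and 0.876 with 4HBP and at -1.98 and -1.43 in the controls. The third component, with 2.83% of the variance, had scores of 2.16, 1.81 and 4.97 for the 4HBP and of -3.69 and -2.34 for the control differentiation libraries. It spread the proliferation libraries more widely and did not part their treatments. Their scores were 14.8, 14.5 and -19.1 for 4HBP replicates 1, 2 and 3 and -4.93, -12.1 and 3.91 for the controls. When the differentiation libraries were analysed alone, the treatments were parted along the first component (34.2% of their variance), at -8.00, -5.10 and -11.9 with 4HBP and at 14.3 and 10.8 in the controls.
The distance between libraries puts a size on this separation. In proliferation medium, the mean Euclidean distance between a 4HBP and a control library was 47.4, against 36.7 between libraries of the same treatment, a ratio of 1.29 (one-sided exact permutation test, p = 0.1). In differentiation medium, the means were 29.4 and 26.7, a ratio of 1.10 (one-sided exact permutation test, p = 0.1). Each p is the smallest that its design allows, so neither medium could reach 0.05, and in both media the true grouping gave the highest ratio of the possible ones. The mean distance between libraries of different media was 110. The setting that moved the ratio most in proliferation medium was a pseudocount of 0.1, which gave 1.11.

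**Figure D1:**
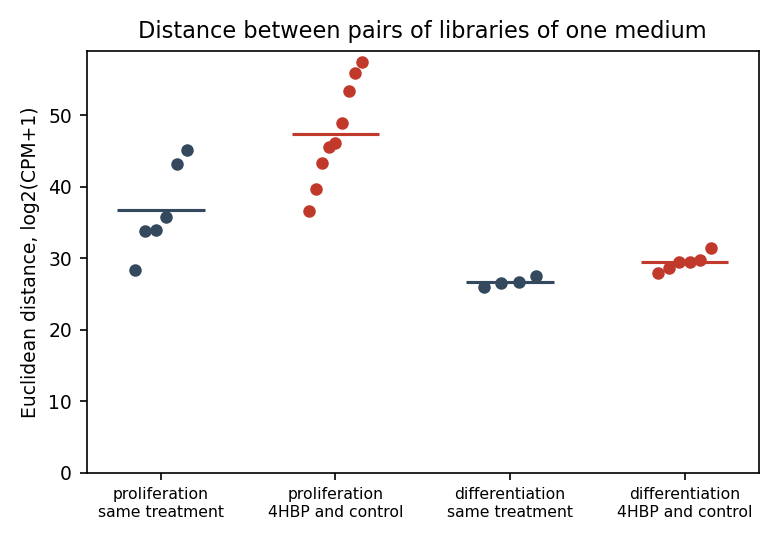
Euclidean distance on log2(CPM+1) between each pair of libraries of the same medium, for pairs of the same treatment and pairs of a 4HBP and a control library. Each point is a pair and the lines are the means, 36.7 and 47.4 in proliferation medium and 26.7 and 29.4 in differentiation medium.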

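With the thresholds of the Fig. 3a legend, limma on log2(CPM+1) of 27295 genes gave 578 genes in proliferation medium, of which 308 were higher and 270 lower with 4HBP. In differentiation medium, it gave 49 genes, of which 31 were higher and 18 lower. These thresholds use the p-value before adjustment, and 4006 and 3129 genes had an unadjusted p under 0.05 in the respective media, whatever their fold change. After Benjamini-Hochberg adjustment, 67 genes in proliferation medium and 0 in differentiation medium had an adjusted p under 0.05. The counts rose most with TMM normalization and voom weights in place of log2(CPM+1), to 1391 in proliferation medium and 925 in differentiation medium. Which direction held more genes depended on the setting. With voom weights, 583 were higher and 808 lower in proliferation medium, and 404 and 521 in differentiation medium. With TMM-scaled library sizes, 272 were higher and 322 lower in proliferation medium. With the 11 libraries in one fit, 365 were higher and 340 lower in proliferation medium, and 49 and 25 in differentiation medium. Only 3 genes passed the thresholds of the Fig. 3a legend in both media, 1 of them in the same direction.
A second test used the expected counts themselves. edgeR's quasi-likelihood test, fitted to the 11 libraries together after a filter on low counts, covered 15920 genes. In proliferation medium, 2668 genes had an adjusted p under 0.05, of which 1367 were higher and 1301 lower with 4HBP. The balance of directions depended on the setting, with 1716 higher and 1126 lower when scaled by library totals only and 1443 higher and 1780 lower without the filter. Of the 2668 genes, 850 also had an absolute log2 fold change over 0.58. Of the 578 genes from limma, 571 were among the 2668. In differentiation medium, 0 genes had an adjusted p under 0.05, and 644 had an unadjusted p under 0.05. When only the 5 differentiation libraries were fitted, 369 genes had an adjusted p under 0.05, 190 of them higher and 179 lower, of which 54 had an absolute log2 fold change over 0.58. The same kind of fit to the 6 proliferation libraries gave 1037 genes. The text of the paper does not say whether libraries with the same replicate number came from the same culture. Their deviations from the group mean had a correlation across genes of -0.0238 in proliferation medium and 0.0130 in differentiation medium. With the replicate number as a block, edgeR gave 1479 genes in proliferation medium, 1438 of them among the 2668, and 0 in differentiation medium, and limma gave 473 and 59.
The groups did not overlap for 30.0% of the genes tested in proliferation medium, where chance gives 10%, and for 32.5% in differentiation medium, where chance gives 20%. Of the 10 ways to split the 6 proliferation libraries into 3 and 3, the true one gave the most genes. The other 9 gave between 10 and 114 genes with limma and between 0 and 113 with edgeR. With 10 splits, a share under 0.05 cannot be reached.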

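Whether the 4HBP effect differed between the media was tested directly with an interaction term in the edgeR fit. Of 15920 genes, 715 had an adjusted p under 0.05 for the difference between the effects, 320 with a larger log2 fold change in proliferation medium and 395 with a smaller one. When scaled by library totals only, the larger changes were the more numerous, with 391 against 341. An unadjusted p under 0.05 was found for 3165 genes. Across the genes tested, the log2 fold changes of the media were not related (Spearman's rho = -0.0221 across genes, which are not independent replicates). The 2668 genes with an adjusted p under 0.05 in proliferation medium had a median absolute log2 fold change of 0.43 there and of 0.07 in differentiation medium, and 47.8% of them changed in the same direction in both media. Because these genes were selected for their change in proliferation medium, their median there is biased upward. Without the filter on low counts, the interaction term gave 1615 genes, and with single libraries left out it gave between 305 and 1100. With the replicate number as a block it gave 156, 89 with a larger and 67 with a smaller log2 fold change, and 151 of the 156 were among the 715.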

The top 10 deregulated genes in proliferation condition were validated by individual qPCR (Figure S5d, Supporting Information).

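The picture of Fig. S5d was not available. Table S1 lists qPCR primers for genes of ER stress signaling, Tnf, Il6, Il1b and a reference gene and for 10 others, which were taken as the genes of Fig. S5d. Of these 10, Cxcl1, Adm2, Cntnap3 and P2rx3 were higher with 4HBP in the sequencing data with an adjusted p under 0.05 from edgeR. Cxcl1, which encodes a chemokine and lies on chromosome 5 from 90891241 to 90893115 of GRCm38, had 0 CPM in the 3 control libraries and 3.63 ± 3.18 CPM (SD, n = 3) with 4HBP, at least 25.4-fold higher (edgeR adjusted p = 7.1e-04). Adm2 was at least 19.3-fold higher (edgeR adjusted p = 1.9e-04), with at most 1 count in a proliferation control library. Cntnap3 was at least 4.66-fold higher (edgeR adjusted p = 7.8e-04). P2rx3 rose from 0.239 ± 0.083 to 4.67 ± 3.16 CPM (SD, n = 3 each), a log2 fold change of 4.21 (standard error 0.50, edgeR adjusted p = 3.0e-04). Atp2a3 had 0 CPM in the controls and 0.415 ± 0.474 CPM with 4HBP (SD, n = 3 each), too few counts to pass the filter.
Of the 5 among them that were lower, Pakap had a log2 fold change of -3.00 (standard error 0.81, edgeR adjusted p = 0.024). With single libraries left out, the adjusted p of Pakap was between 0.0029 and 0.0688, under 0.05 in 3 of the 6 runs. Among the other settings tried, the highest p was 0.0733. Cdh8 had a log2 fold change of -1.96 (standard error 0.67, edgeR adjusted p = 0.064) and its groups overlapped. Hist1h2ad, at no more than 4.08 counts in any of the 6 libraries, had an edgeR adjusted p of 0.253. Sult5a1 and Ebf2, with at most 4 counts in a proliferation library, did not pass the filter. limma, which was run without a filter, gave Sult5a1 a log2 fold change of -0.19 and Ebf2 of -0.21, which met the unadjusted p threshold of 0.05 but not the fold threshold of 0.58. When p-values were adjusted over the 7 tested genes of the 10 alone, 6 were under 0.05, against 5 when adjusted over all genes tested. The paper appears to have chosen these genes from these libraries, and the adjustment over the list alone does not account for that choice.
By the size of the edgeR log2 fold change, the 5 highest genes were Cxcl1, Ostn (at least 7.34-fold higher), Adm2, Fibin (at least 10.7-fold higher) and Cxcl5 (at least 2.12-fold higher). The 5 lowest were mt-Co3, Gm3752 (at least 1.69-fold lower), Slc25a34 (at least 7.90-fold lower), Adamtsl2 (at least 5.23-fold lower) and Cyth4 (at least 4.00-fold lower). Each of these 10 genes was at or under 3 counts in every library of 1 group. The folds were computed from group means, so a single library can carry them. Cxcl5 was at 0.047, 0.190 and 0.672 CPM in 4HBP replicates 1, 2 and 3, so its bound rests on replicate 3. Adamtsl2 was at 0.717, 1.33 and 0.191 CPM in control replicates 1, 2 and 3. With the replicate number as a block, the edgeR adjusted p was above 0.05 for Cxcl5 (0.0508), Gm3752 (0.101) and Cyth4 (0.0604). In the fit of the 6 proliferation libraries alone, the edgeR adjusted p of Cxcl5 was 0.107. Few reads can tell mt-Co3 from the gene Gm28437, whose transcript holds 744 of the 745 different 40-base words of the mt-Co3 transcript. The 3 4HBP libraries and control replicate 2 had between 2.37 and 2.40 mt-Co3 counts and the other controls 3014.05 and 1746.81. The groups thus overlapped in CPM, and they were apart only after TMM scaling, with a normalized log2 CPM of -2.387 in control replicate 2 and of -2.392 in the highest 4HBP library.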

**Figure 3:**
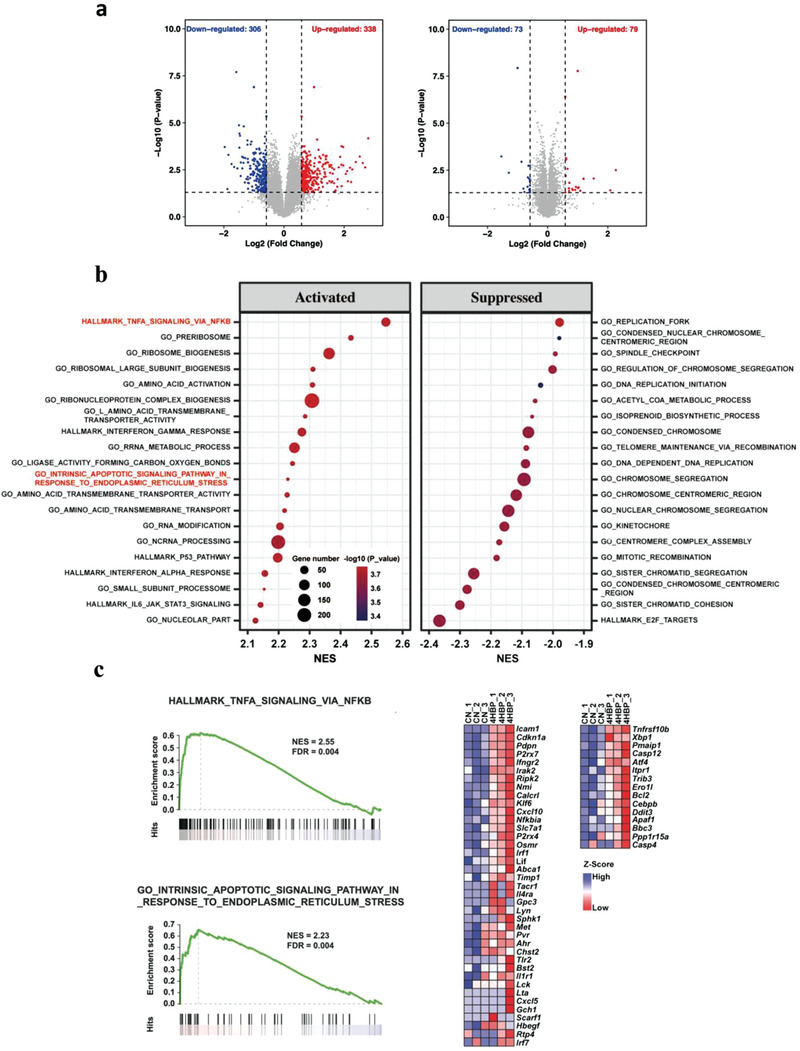
Transcriptomic analyses of mouse NSCs treated with 4HBP. a) Volcano plots of gene expression changes in 4HBP treatment versus Ctrl under proliferation and differentiation conditions, respectively. Blue dots indicate genes downregulated in 4HBP treated samples (*p* < 0.05 and log_2_FC < −0.58). Red dots indicate genes upregulated upon 4HBP treatment (*p* < 0.05 and log_2_FC > 0.58). *P*‐values were determined by the limma package. *n* = 2 for control group under differentiation condition and *n* = 3 for all the other groups. b) Gene set enrichment analysis of Hallmark and GO gene sets using pre‐ranked gene list by fold change of gene expression with 4HBP treatment under proliferation condition. The significantly enriched gene sets were identified (adjusted *p* < 0.01) and ranked by normalized enrichment score. The top 20 up‐regulated and down‐regulated gene sets are shown in the bubble plot. The selected gene sets were highlighted by red font. c) GSEA plots of selected gene sets by “draw.GSEA” function from NetBID R package (v‐2.0.2) and the heatmap of the leading‐edge genes of these gene sets by pheatmap R package (v1.0.12).

Next, gene set enrichment analysis (GSEA) on hallmark and gene ontology (GO) gene sets was performed. 

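The Hallmark and GO gene sets of MSigDB were not available, so the mouse Reactome sets were tested in the way described in the methods, with fgsea on 17537 genes ranked by the log2 fold change of log2(CPM+1). Of 924 sets, 43 were lower with 4HBP in proliferation medium with an adjusted p under 0.01. The lowest normalized enrichment score (NES) was that of Mitotic Prometaphase (NES -2.42, adjusted p = 2.3e-08). The set Cell Cycle, with 478 genes, had an NES of -2.09 (adjusted p = 2.3e-08), and Cholesterol biosynthesis, with 22 genes, had an NES of -2.29 (adjusted p = 7.4e-05). The number of sets fell to 2 when the genes were ranked by limma's moderated statistic, where Cell Cycle had an NES of -1.40 (adjusted p = 0.0145), no longer under 0.01. Such a test permutes genes, not libraries. Of the 10 ways to split the 6 libraries into 3 and 3, 8, the true one included, gave at least 43 sets in 1 of the directions and 5 gave an absolute NES of Cell Cycle at least as large as the true one.
The S phase and G2/M genes that come with Seurat were also tested, with camera from limma. Their mean log2 fold change was -0.42 over 97 genes, 92 of which were lower (camera adjusted p = 2.6e-10 over 23 lists). It was -0.47 for the 43 S phase genes and -0.38 for the 54 G2/M genes. Of the 97 genes, 23 were lower and 3 higher with an adjusted p under 0.05 over all genes tested by edgeR, and 49 differed when adjusted over the list alone. No other split of the 6 libraries into 3 and 3 gave as large a difference of the mean, but a split of mixed groups came close. Putting 4HBP replicates 1 and 3 with control replicate 1 gave -0.40. With 10 splits, the share is never under 0.1. The adjusted p of camera rests on its preset correlation between genes of 0.01, and with the correlation estimated from the data it was 0.525. With the replicate number as a block it was 3.6e-12, and the block left the ranking for the Reactome sets unchanged, as it must in a balanced design. 4HBP replicate 3 differed most from the controls, and without it the mean log2 fold change fell in size to -0.21.
Mki67, which encodes the proliferation marker Ki67, was at 246 ± 77.9 CPM with 4HBP and at 348 ± 51.8 CPM in controls (SD, n = 3 each), a log2 fold change of -0.53 (standard error 0.20, edgeR adjusted p = 0.099). The groups of Mki67 did not overlap. With single libraries left out, its log2 fold change was between -0.74 and -0.27 (edgeR adjusted p between 0.0429 and 0.300). Cholesterol biosynthesis genes had a mean log2 fold change of -0.60 (23 genes, 22 lower, camera adjusted p = 1.1e-06, and 0.525 with the estimated correlation). Without 4HBP replicate 3, this mean fell in size to -0.30.

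**Figure D2:**
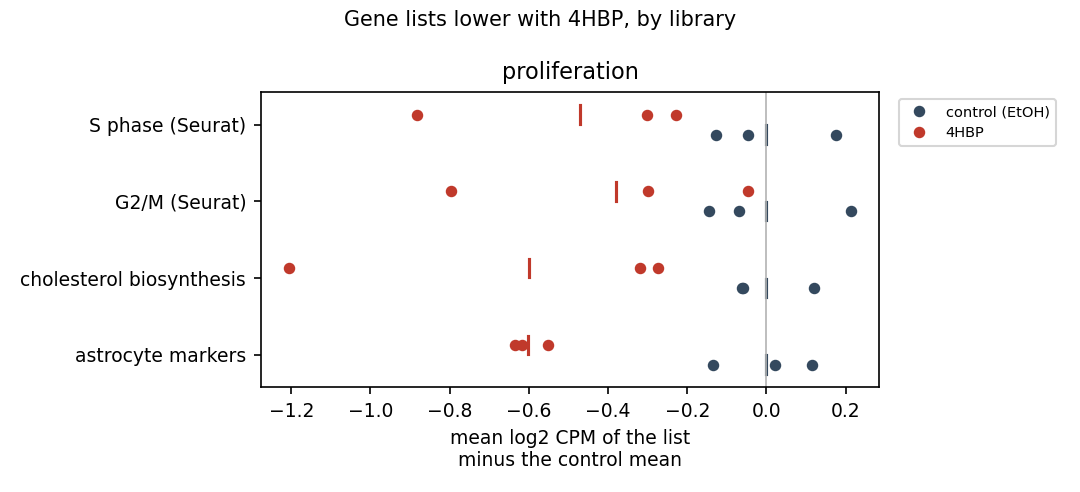
Mean log2 CPM of each gene list minus the mean of the control libraries, in proliferation medium. Each point is a library, the ticks are the group means (n = 3), and the mean with 4HBP is -0.47 for S phase and -0.60 for cholesterol biosynthesis.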

The top 20 downregulated gene sets (*q*‐value < 0.01, ranked by NES) were associated with cell cycle related pathways (Figure 3b), corroborating that 4HBP impaired the proliferation of NSCs. To our attention, the TNF*α* signaling via NF*κ*B, inflammatory response, and the apoptotic signaling in response to ER stress were significantly enriched and highly ranked amongst the top 20 upregulated gene sets (*q*‐value < 0.01, ranked by NES), in addition to those related to ribosome biogenesis (Figure 3b,c and Figure S5e, Supporting Information). These results indicate that 4HBP may induce ER stress, inflammatory response, and apoptosis in mouse NSCs.

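Of the 924 Reactome sets, 8 were higher with 4HBP in proliferation medium with an adjusted p under 0.01, among them Amino acid transport across the plasma membrane (NES 2.14, adjusted p = 7.0e-05), Interferon Signaling (NES 1.86, adjusted p = 0.0011) and Cytokine Signaling in Immune system (NES 1.81, adjusted p = 7.4e-05). Ranking by limma's moderated statistic left 0 of them, and each of the 10 splits of the 6 libraries into 3 and 3 gave at least 8 sets in 1 of the directions. The Reactome set Translation had an NES of 1.32 (adjusted p = 0.171). No Reactome set for ribosome biogenesis was among the higher ones.
The leading-edge genes drawn in Fig. 3c were tested as lists with camera. They were chosen by the paper from these libraries, so neither their direction nor their p-values give an independent test. Of the 38 TNFα signaling via NFκB genes tested, 37 were higher with 4HBP, with a mean log2 fold change of 0.76 (camera adjusted p = 2.0e-11). The other one, Irf7, had a log2 fold change of -0.28 (standard error 0.46, edgeR adjusted p = 0.731). The 15 genes of apoptotic signaling in response to ER stress were all higher, with a mean of 0.82 (camera adjusted p = 1.4e-07). Adjusted over all genes tested by edgeR, 20 of the 38 and 10 of the 15 genes had an adjusted p under 0.05, and 23 and 13 when adjusted over each list alone.
A list of NFκB targets compiled apart from these data had a mean log2 fold change of 0.90 over 24 genes, of which 21 were higher (camera adjusted p = 9.0e-07). For this list and the lists of Fig. 3c, camera with the correlation between genes estimated from the data gave an adjusted p of 0.276. With the replicate number as a block and the preset correlation, it was 5.3e-07 for the NFκB targets, 2.5e-14 for the TNFα genes and 1.2e-09 for the ER stress genes. The true split of the 6 libraries gave the largest difference of the 10.
Among the leading-edge genes, Cdkn1a rose from 122 ± 24.4 to 333 ± 70.5 CPM (SD, n = 3 each), a log2 fold change of 1.41 (standard error 0.14, edgeR adjusted p = 1.3e-04). Icam1 rose from 0.255 ± 0.111 to 1.39 ± 0.563 CPM (log2 fold change 2.39, standard error 0.40, edgeR adjusted p = 0.0019). Tnfrsf10b, which encodes a death receptor, rose from 7.80 ± 2.34 to 26.0 ± 6.95 CPM (log2 fold change 1.69, standard error 0.19, edgeR adjusted p = 2.2e-04).

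**Figure D3:**
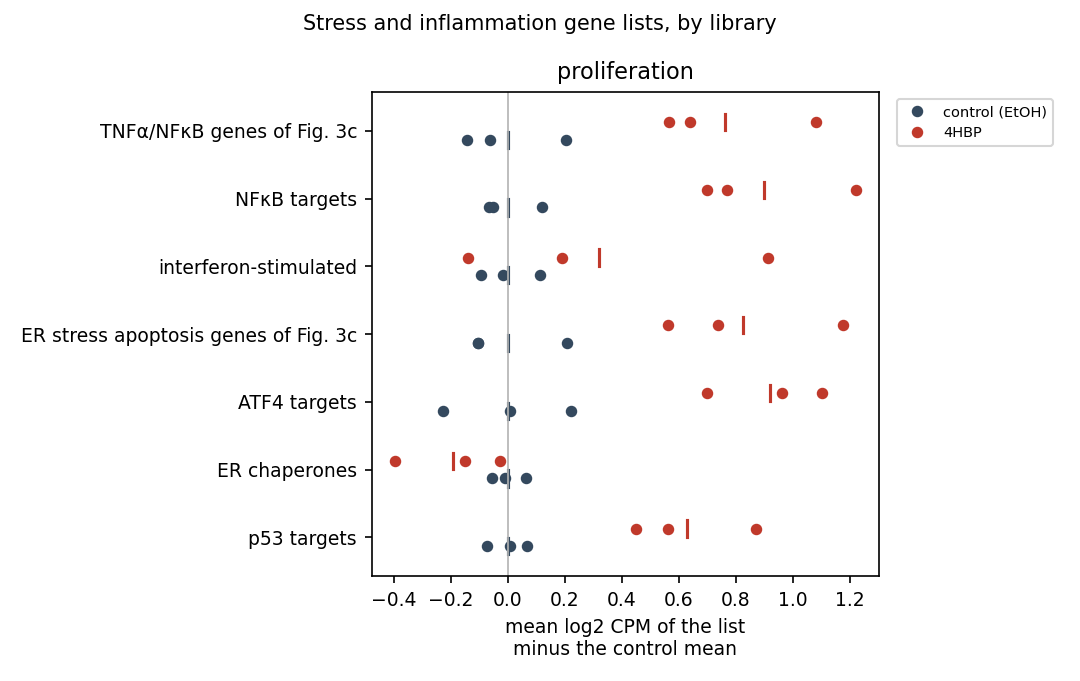
Mean log2 CPM of each gene list minus the mean of the control libraries, in proliferation medium. Each point is a library and the ticks are the group means (n = 3), which with 4HBP are 0.76 for the TNFα/NFκB genes of Fig. 3c, 0.92 for ATF4 targets and -0.19 for ER chaperones.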

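The genes of the ER stress response did not all move together. A list of 41 ATF4 targets had a mean log2 fold change of 0.92 with 4HBP (camera adjusted p = 8.0e-19), with 38 genes higher. With an adjusted p under 0.05 from edgeR, 35 were higher and 2 lower. A list of 25 ER chaperones and other targets of ATF6 and XBP1 had a mean of -0.19 (camera adjusted p = 0.0206), with 19 genes lower, and its adjusted p was above 0.05 without 4HBP replicate 3 (0.239) and without control replicate 3 (0.115). With the correlation between genes estimated from the data, the adjusted p was 0.276 for the ATF4 targets and 0.525 for the chaperones, and with the replicate number as a block it was 4.9e-19 and 0.0227. The Reactome set for the unfolded protein response, with 15 genes, had an NES of 1.31 (adjusted p = 0.327).
Atf4 rose from 306 ± 69.9 to 475 ± 25.2 CPM (SD, n = 3 each), a log2 fold change of 0.60 (standard error 0.12, edgeR adjusted p = 0.0056). Trib3 had a log2 fold change of 1.79 (standard error 0.34, edgeR adjusted p = 0.0040) and Xbp1 of 0.49 (standard error 0.09, edgeR adjusted p = 0.0040). Ddit3, which encodes CHOP, had a log2 fold change of 1.00 (standard error 0.28, edgeR adjusted p = 0.030), its groups overlapped, and its adjusted p was as high as 0.116 with 1 library left out. With the replicate number as a block, the edgeR adjusted p of Ddit3 was 0.0077. Bax, which promotes apoptosis, rose by a log2 fold change of 0.17 (standard error 0.05, edgeR adjusted p = 0.043), and leaving out single libraries moved the adjusted p to between 0.0423 and 0.111, and with the replicate number as a block it was 0.130. A list of 28 p53 targets had a mean log2 fold change of 0.63 (camera adjusted p = 1.3e-09, and 0.276 with the estimated correlation), with 25 genes higher.
From the enrichment of the TNFα, inflammatory and ER stress gene sets among the genes higher with 4HBP, the paper proposes that 4HBP induces ER stress, an inflammatory response and apoptosis in NSCs, and it takes the cell cycle sets among the lower genes as further evidence of the impaired proliferation that it reported from other assays.

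**Figure D4:**
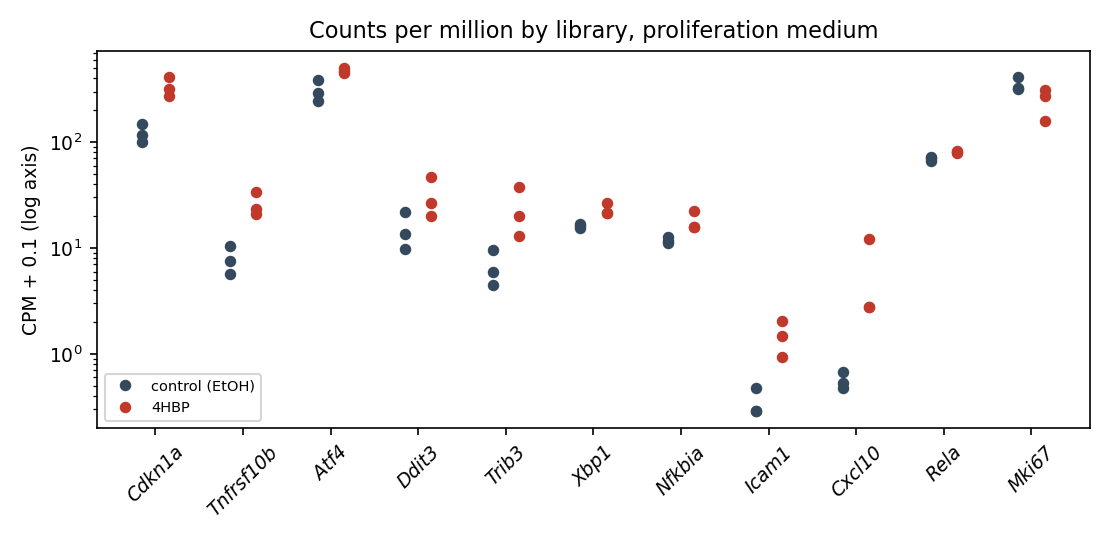
CPM plus 0.1, on a log axis, of genes of the stress response, inflammation and proliferation in each proliferation library. Each point is a library (n = 3 per group), and the Atf4 mean is 306 CPM in controls and 475 CPM with 4HBP.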

### 2.4 4HBP Induces PERK and NF*κ*B Signaling in Hippocampal NSCs

To validate that ER stress is induced by 4HBP from a morphological standpoint, we examined the ultrastructure of the hippocampal NSCs by transmission electron microscopy (TEM). A significant increase in volume and number of the ER was observed in 4HBP‐exposed NSCs both in vivo and in vitro (**Figure** **4**a and Figure S6a, Supporting Information), indicative of disrupted ER homeostasis. Since both PERK and IRE1*α* pathways are capable of inducing apoptosis,^[^ ^4^, ^17^ ^]^ we next evaluated the activation pattern of these UPR signaling in 4HBP‐treated NSCs by Western blot. The level of PERK, as well as its downstream effectors p‐eIF2*α*, ATF4, and CHOP, was concordantly activated (Figure 4b), whereas little to no change in the level of p‐IRE1*α*, p‐JNK, and ATF6 was seen (Figure S6b, Supporting Information). Furthermore, 4HBP dose‐dependently repressed protein synthesis labeled by puromycin, a phenomenon effectively reversed by addition of a PERK kinase inhibitor GSK2606414 (PERKi) (Figure 4c). In line with these findings, increased mRNA and protein expression of PERK signaling components was also observed in P1 hippocampal tissues of the 4HBP exposed offspring (Figure 4b and Figure S6c, Supporting Information). To our surprise, a mild activation of PERK pathway was still observed in hippocampus of P56 offspring (Figure S6c,d, Supporting Information), suggestive of a chronic stress response. These results suggest that 4HBP induces ER stress and activates the PERK signaling in hippocampal NSCs.

**Figure 4:**
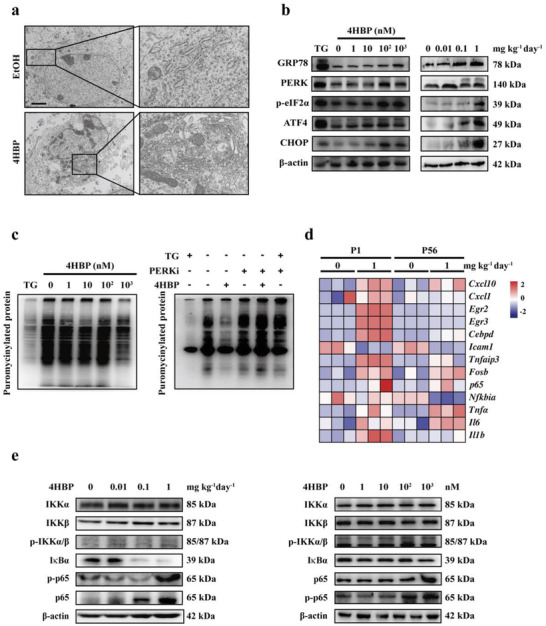
Maternal 4HBP exposure induces ER stress and inflammation in the offspring hippocampus. a) Representative TEM images of hippocampal tissues of P1 offspring mice exposed to either EtOH (control) or 1 mg kg^–1^ day^–1^ 4HBP. Magnified images of the orange box are shown to the right of each original image. Data from *n* = 3 mice per group. Scale bar, 2 µm. b, left) Western analyses of PERK pathway in hippocampal NSCs treated with different concentrations of 4HBP for 7 days in proliferation media. NSCs treated with 200 nm thapsigargin (TG) for 2 h were used as a positive control. Right, Western analyses of PERK pathway in the hippocampus of P1 offspring among different treatment groups. c, left) Primary NSCs were cultured and exposed to the indicated dose of 4HBP for 7 days, then treated with 1 µm puromycin for 1 h before being harvested in proliferation media. Right, primary NSCs were exposed to 1 µm 4HBP for 7 days and 0.5 µm GSK2606414 (PERKi) for 12 h in proliferation media before harvested. The cells were then subjected to measurement of protein synthesis by Western analyses. d) RNA was extracted from hippocampal tissues of P1 and P56 offspring exposed to indicated doses of 4HBP. The mRNA level of inflammatory cytokines was detected by qPCR. Data from *n* = 3 mice per group. e, left) Protein was extracted from hippocampal tissues of P1 offspring and subjected to Western analyses of p65 and I*κ*B*α*. Right, NSCs were treated with indicated concentrations of 4HBP for 7 days in proliferation media, then harvested for Western analyses of the NF*κ*B pathway. Results of Western blot were from a representative experiment in triplicates.

Another key indication of the transcriptomic data is the strong induction of inflammatory response, in particular the TNF*α* signaling via NF*κ*B pathway. Indeed, the mRNA expression of canonical genes involved in NF*κ*B signaling and inflammatory response, such as TNF*α*, IL‐1*β*, and IL‐6, were significantly upregulated in the hippocampal tissues of both P1 and P56 offspring (Figure 4d). Furthermore, the phosphorylated and total level of p65, the core component of the NF*κ*B transcriptional complex, was robustly increased, which was accompanied by a reduction in I*κ*B*α* level in P1 and P56 offspring (Figure 4e). 

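Single NFκB target genes differed in how strongly they rose in proliferation medium. Cxcl10 rose from 0.461 ± 0.0996 to 5.79 ± 5.42 CPM (SD, n = 3 each), a log2 fold change of 3.58 (standard error 0.60, edgeR adjusted p = 0.0020). Without 4HBP replicate 3, its log2 fold change was 2.51. Nfkbia, which encodes IκBα, rose from 11.8 ± 0.867 to 17.8 ± 3.73 CPM, a log2 fold change of 0.56 (standard error 0.12, edgeR adjusted p = 0.0062). This is RNA of cultured NSCs, whereas the paper measured IκBα as protein. For its fall the paper proposes inhibited translation, which RNA counts do not measure. Rela, which encodes p65, had a log2 fold change of 0.17 (standard error 0.06, edgeR adjusted p = 0.069) and its groups did not overlap. With limma it met the unadjusted p threshold of 0.05 but not the fold threshold, with a log2 fold change of 0.20. Its edgeR adjusted p was 0.0274 when scaled by library totals only, between 0.0300 and 0.221 with single libraries left out, and 0.189 with the replicate number as a block. Tnf was at 0.636 ± 0.166 CPM in controls and at 0.953 ± 0.175 CPM with 4HBP (SD, n = 3 each), a log2 fold change of 0.54 (standard error 0.38, edgeR adjusted p = 0.378). Il6 had at most 1 count in each of the 6 libraries and Il1b had 0 in each of them, so no change in either was detectable at this depth.
Of 27 interferon-stimulated genes tested, 22 were higher, with a mean log2 fold change of 0.32 (camera adjusted p = 0.0334, and 0.0213 with the replicate number as a block). The adjusted p was above 0.05 in 3 of the 6 runs that each left out a library: 0.589 without 4HBP replicate 3, where the mean was 0.025, 0.0812 without control replicate 1 and 0.173 without control replicate 3. The adjusted p of the Reactome set Interferon Signaling was 0.0635 without 4HBP replicate 3.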

Similar results were obtained in primary NSCs treated with 4HBP for 7 days, including the elevated level of p65 mRNA (Figure 4e and Figure S6f, Supporting Information). These data indicate that 4HBP triggers inflammatory response and activates the NF*κ*B signaling in hippocampal NSCs.

### 2.5 PERK‐eIF2*α* Axis Forms a Positive Feedback Loop with NF*κ*B Signaling to Promote Apoptosis in NSCs Exposed to 4HBP

The two‐sided relationship between PERK and NF*κ*B signaling has been described before,^[^ ^18^ ^]^ but their interaction in the NSCs has not been thoroughly characterized. To illustrate this, we first depleted p65 in primary NSCs by siRNA‐mediated knockdown, which resulted in significantly reduced expression of GRP78, PERK, and ATF4 in the presence of lipopolysaccharide (LPS) and 4HBP (Figure S7a, Supporting Information). These data are in keeping with the well‐established regulatory effect of NF*κ*B on PERK signaling.^[^ ^18^, ^19^ ^]^

On the other hand, activation of PERK‐eIF2*α* has been shown to promote NF*κ*B signaling by inhibiting the translation of I*κ*B*α*, thereby leading to accumulated p65.^[^ ^20^ ^]^ Indeed, we noted a decline in the level of I*κ*B*α* upon 4HBP treatment, which was significantly reversed by GSK2606414 (PERKi) treatment (Figure S7b, Supporting Information). Despite this contributing factor to the elevated protein level of p65, it does not explain the dramatic increase in the mRNA expression of p65, which suggests that additional mechanism remains to be explored. Considering the role of ATF4 as a potent transcription factor, one possibility is that ATF4 may directly activate p65 gene expression. In support of this hypothesis, genetic inhibition of ATF4 significantly reduced the level of both total and phosphorylated p65 in the presence of 4HBP (Figure S7c, Supporting Information). Importantly, ATF4 knockdown almost completely eliminated nuclear p65 in the 4HBP‐treated NSCs, which was accompanied by increased proliferation and decreased apoptosis, as reflected by Ki67 and cleaved‐caspase 3 staining (**Figure** **5**a). Ectopic expression of ATF4 activated a p65 promoter‐driven luciferase reporter in a dose‐dependent manner in 293T cells, which was effectively attenuated by ATF4 depletion (Figure 5b). In addition, four potential ATF4 binding sites 2 kb upstream of the p65 gene transcription start site (TSS) were predicted by JASPAR database.^[^ ^21^ ^]^ Chromatin immunoprecipitation (ChIP)‐qPCR analysis confirmed that ATF4 associated with one of the predicted response elements in the promoter region of p65 gene (Figure 5c). Last, genetic ablation of either ATF4 or CHOP relieved 4HBP‐induced apoptosis in NSCs, leading to enhanced viability and improved neurosphere growth (Figure S7d,e, Supporting Information). Similar phenotype was observed upon pharmacological inhibition of PERK (Figure S7f–h, Supporting Information). Together, these results suggest that the PERK‐eIF2*α* axis forms a positive regulatory loop with NF*κ*B signaling to promote inflammatory response and apoptosis in NSCs exposed to 4HBP.

**Figure 5:**
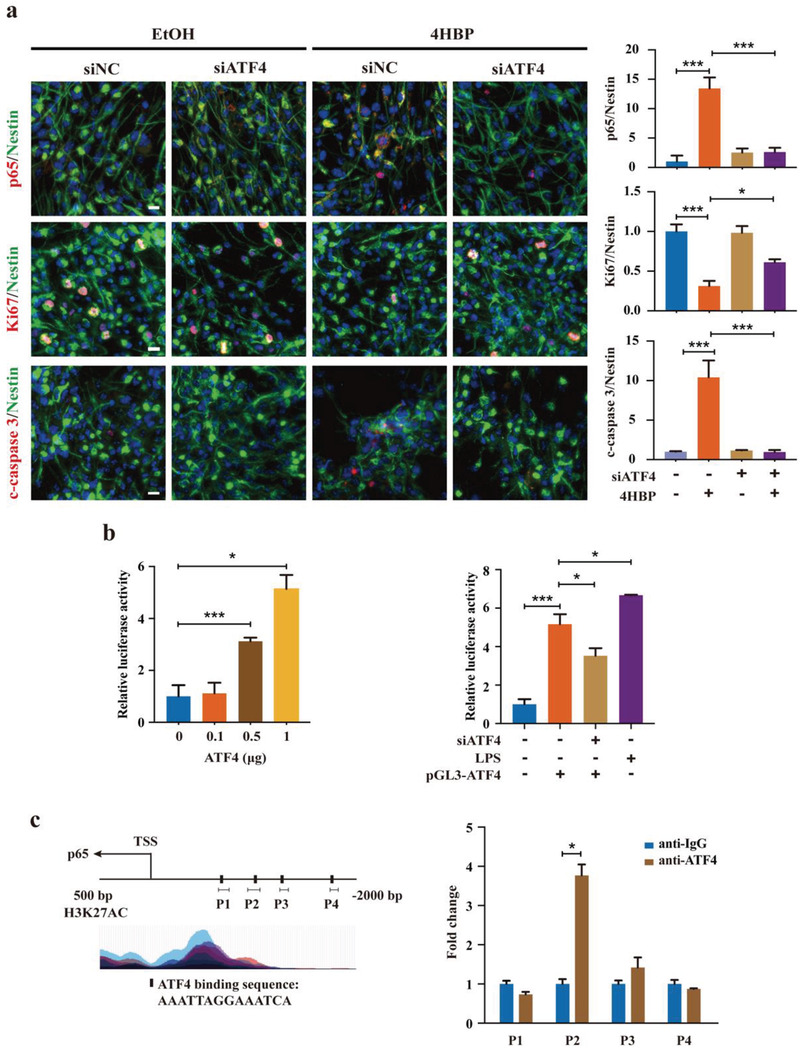
PERK pathway directly activates the NF*κ*B signaling via ATF4. a) NSCs were transfected with ATF4 siRNA followed by 1 µm 4HBP treatment for 7 days in proliferation media. Representative immunofluorescent images of co‐localization of p65, Ki67, cleaved‐caspase 3 with Nestin are shown, and the immunofluorescent signals were quantified. Scale bar, 10 µm. Three replicates per group. b, left) 293T cells were transfected with 1 µg pGL3‐p65 luciferase reporter plasmid plus either empty vector (pCDNA3) or indicated concentrations of pCDNA3‐ATF4 plasmid. Right, 293T cells were transfected with 1 µg pGL3‐p65 luciferase reporter plasmid plus empty vector (pCDNA3) or pCDNA3‐ATF4 plasmid (0.5 µg), plus the presence or absence of ATF4 siRNA. LPS (0.2 µg mL^−1^, 2 h) was used as a positive control. Luciferase activity was determined after 48 h. c, left) Prediction and validation of possible ATF4 binding sites on p65 promoter region. c, right) 293T cells were transfected with either empty pCDNA3 vector or the pCDNA3‐ATF4 plasmid. After 48 h, ChIP assay was performed using ATF4 antibody. Data are representative of two experiments in duplicates. Data are shown as the mean ± SEM. a,b, right) One‐way ANOVA with Fisher's LSD test or b, left) one‐way ANOVA with Dunnett's multiple comparisons test or c) unpaired and two‐tailed *t* test, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

### 2.6 A PERK Inhibitor Ameliorates the 4HBP‐Induced Neurodevelopmental Toxicity in Offspring Mice

Based on these findings, we next investigated whether pharmacological inhibition of PERK could ameliorate the 4HBP‐induced neurotoxic phenotype in offspring mice. Pregnant dams were exposed to 4HBP and treated with or without GSK2606414, and the offspring were subjected to behavioral tests (**Figure** **6**a). Strikingly, GSK2606414 of moderate dose alone did not alter the behavioral performance in the Morris water maze test, but almost completely rescued the phenotype impaired by 4HBP exposure to the control level (Figure 6b and Figure S8a, Supporting Information). Similar observation was obtained in the T‐maze test (Figure S8b, Supporting Information), verifying the improved cognitive function of offspring mice by PERK inhibition. Consistently, enhanced proliferation and weakened apoptosis were observed in the NSCs in the hippocampus of P1 and P56 offspring exposed to 4HBP (Figure 6c and Figure S8c, Supporting Information). Moreover, 4HBP‐induced PERK‐eIF2*α* pathway activation, p65 accumulation, activated NF*κ*B signaling, as well as elevated level of inflammatory cytokines were ameliorated by GSK2606414 in hippocampus of offspring (Figure S8d,e, Supporting Information). These results suggest that inhibition of PERK alleviates the 4HBP‐induced apoptosis of NSCs in offspring mice, leading to improved hippocampus development and cognitive function.

**Figure 6:**
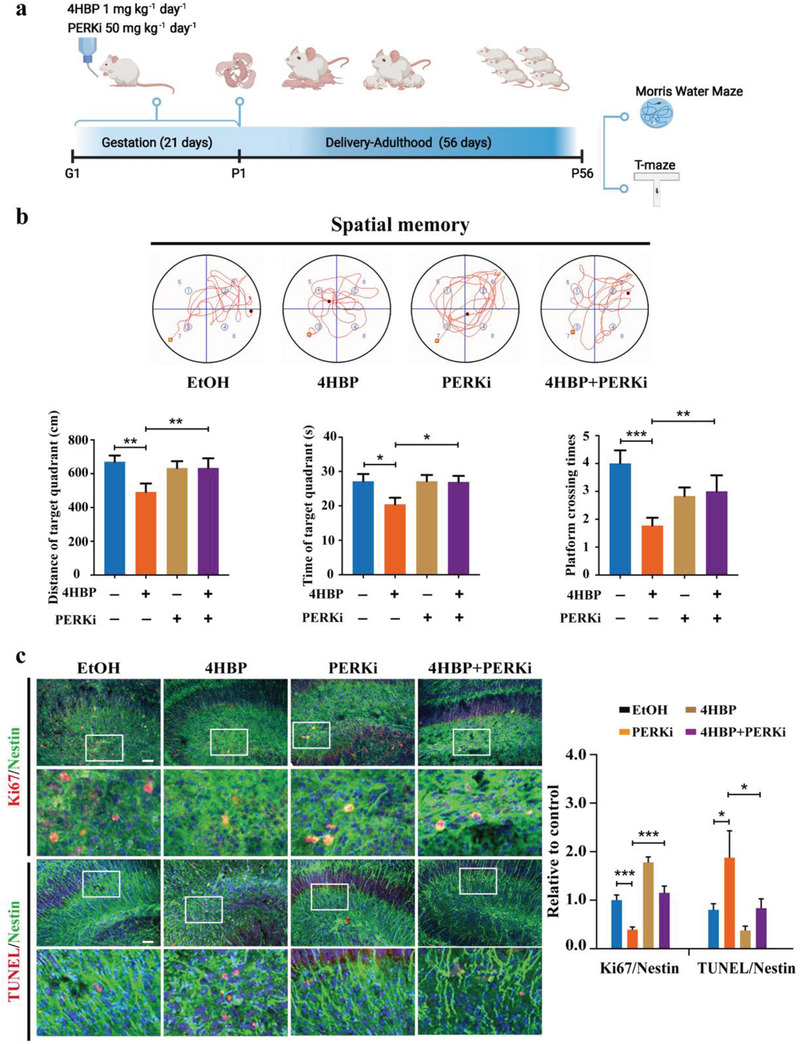
PERK blockade alleviates the toxic neurodevelopmental phenotype induced by maternal 4HBP exposure. a) Schematic overview of the experimental design. Pregnant mice were exposed to 1 mg kg^–1^ day^–1^ 4HBP via drinking water, and treated with or without 50 mg kg^–1^ day^–1^ GSK2606414 (PERKi) via oral gavage throughout the entire pregnancy. The offspring were housed under normal condition until postnatal day 56 for behavioral tests. b, top) Representative swimming trace in the spatial memory stage after the hidden platform was removed. b, bottom) Distance and time of target quadrant and platform crossing numbers in spatial memory stage among all groups (Data from *n* = 6–10 mice per group). c) Representative confocal images and quantification of NSCs co‐labeled with Nestin plus Ki67 or TUNEL in the DG region of the P1 offspring hippocampus. Scale bar, 100 µm. Data from *n* = 3 mice per group. Data are shown as the mean ± SEM. One‐way ANOVA with Fisher's LSD test, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Parts of Figure 6a were made with BioRender.com.

### 2.7 PERK Blockade Ameliorates the 4HBP‐Induced Neurotoxicity in Human Brain Organoids

Last, to explore the translational significance of our findings, we utilized a human brain organoid model derived from the induced pluripotent stem cells (iPSCs). The human NSCs were exposed to 2 weeks of 4HBP, and supplemented with or without GSK2606414 for 1 week, then cultured in normal media and allowed for organoid growth for 2 months (Figure S9a, Supporting Information). There was no significant difference in the size and morphology of organoids among different treatment groups (Figure S9b, Supporting Information). Interestingly, histological examination showed that the organoids exposed to 4HBP displayed marked necrosis in the internal area, which was largely reduced by GSK2606414 (Figure S9c, Supporting Information). Mirroring the observations in mice, 4HBP inhibited proliferation as reflected by Ki67 staining, whereas strongly triggered apoptosis was represented by cleaved‐caspase 3 staining. Furthermore, 4HBP robustly enhanced the intensity of p65 staining, in particular nuclear p65 signals. Importantly, these adverse phenotypes were completely reversed in the organoids supplemented with GSK2606414 (**Figure** **7**a,b). These results imply that repression of PERK signaling attenuates the 4HBP‐induced neurotoxicity in human brain organoids.

**Figure 7:**
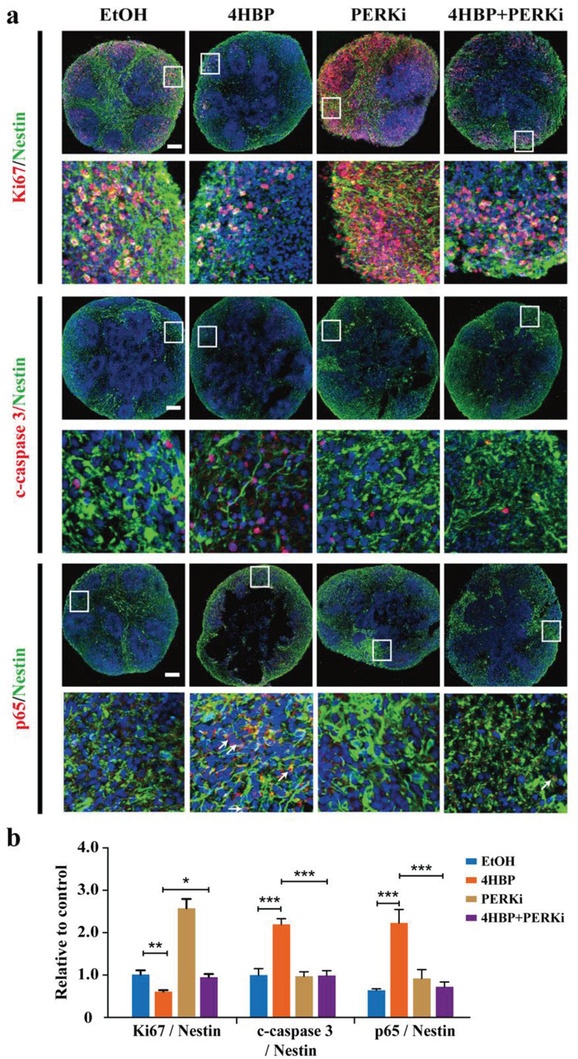
PERK inhibition alleviates 4HBP‐induced apoptosis and p65 activation in human brain organoids. Human brain organoids were exposed to 2 weeks of 0.5 µm 4HBP, and supplemented with or without 0.1 µm GSK2606414 (PERKi) for 1 week, then cultured in normal media and allowed for organoid growth for 2 months. a) Representative confocal images of NSCs co‐labeled with Nestin and Ki67 or cleaved‐caspase 3 in human brain organoids. Magnified images of the white box are shown underneath each original image. Scale bar, 100 µm. b) Quantification of immunofluorescent images in (a). Data from *n* = 3 brain organoids per group. Data are shown as mean ± SEM. One‐way ANOVA with Fisher's LSD test, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

## 3 Discussion

Despite the widespread use and exposure of BPs, our knowledge on their neurodevelopmental toxicity is scarce. The significant association between maternal exposure to 4HBP and child cognitive development in our previous epidemiological study prompts us to determine their causal relationship and the underlying molecular mechanism. In this study, we expose pregnant mice to environmentally relevant dose of 4HBP that mimics the human exposure condition, which leads to significantly impaired hippocampal development and cognitive function in offspring. Meanwhile, 4HBP represses in vitro proliferation and differentiation of mouse NSCs, and retards the development of human iPSCs‐derived neural organoid growth. Together, these results record the previously underrated neurodevelopmental toxicity of 4HBP. Interestingly, the parental BP fails to affect the in vitro well‐being of NSCs at the same dosage as 4HBP does, suggesting that the neurotoxicity is significantly augmented when BP is metabolized into 4HBP. In addition, BP‐3 displayed little toxicity on NSCs in vitro, while maternal levels of BP‐3 and BP‐1 seem not associated with child neurodevelopmental abnormality in our previous cohort study either. However, this does not rule out the possible toxicity of other BP derivatives, which warrants further characterization.

Functional analysis and transcriptomic profiling reveal that 4HBP mainly affects proliferation, instead of differentiation, of NSCs, by inducing inflammatory response and apoptosis. Molecular dissection further uncovers that PERK branch of the UPR forms a positive feedback loop with NF*κ*B signaling, which plays a central role in mediating the 4HBP‐induced neurotoxicity. Importantly, blockade of PERK kinase activity ameliorates the 4HBP‐triggered neurodevelopmental toxicity and cognitive dysfunction in offspring mice, a phenotype that is recapitulated in a human brain organoid model. Dysregulated translation has been previously implicated in neurodevelopmental disorders.^[^ ^22^ ^]^ Furthermore, a recent study reports that intrauterine inflammation evokes the eIF2*α*‐driven integrated stress response and disrupts fetal brain development.^[^ ^3c^ ^]^ In line with these observations, our findings affirm that proteostatic stress and inflammatory response may be common and concomitant features of neurodevelopmental toxicity in response to environmental influence.

The bidirectional interplay between PERK and NF*κ*B signaling has been illustrated before.^[^ ^18^ ^]^ In this specific context, we unveil a positive feedback regulatory relation between these pathways, as perturbation of either signaling impedes the activity of the other. Importantly, we show that the PERK downstream effector ATF4 transcriptionally activates p65 expression. Inhibition of either PERK activity or ATF4 results in drastically decreased p65 total level, nuclear translocation, and signaling activity. Therefore, our results provide a novel and direct mechanistic connection within this molecular circuit, and suggest that inhibition of PERK kinase activity represses NF*κ*B signaling on multiple levels (**Figure** **8**).

**Figure 8:**
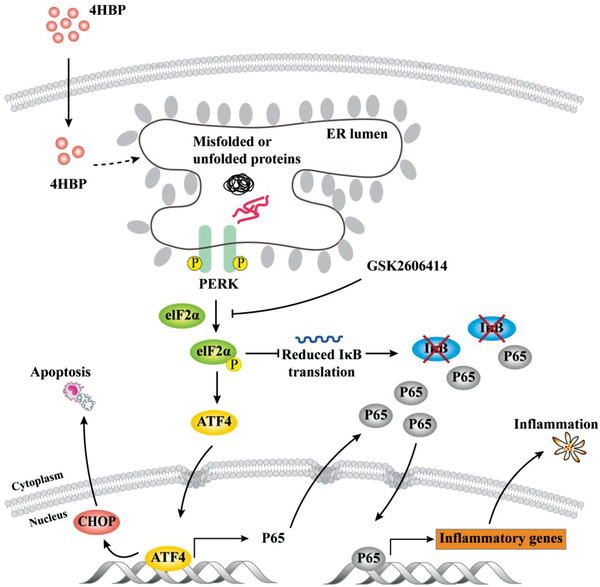
Schematic summary of the present study. Maternal exposure to 4HBP induces ER stress, inflammation, and apoptosis in the offspring hippocampal NSCs, thereby causing neurodevelopmental disorders. This is achieved by the interplay between the PERK‐eIF2*α* branch of the UPR and NF*κ*B signaling. PERK activation induces CHOP and triggers apoptosis, whereas it also promotes NF*κ*B signaling by translational inhibition of I*κ*B*α* via eIF2*α* phosphorylation, and transactivation of p65 via ATF4. PERK blockade disrupts this signaling loop and significantly improves the 4HBP‐induced neurodevelopmental toxicity.

In conclusion, our study cautions that application of BP‐supplemented personal care products during pregnancy may lead to offspring neurodevelopmental toxicity, which can be ameliorated by inhibition of PERK signaling activity.

## 4 Experimental Section

### Animal Experiments

Male (25–30 g) and female (20–25 g) C57BL/6 mice were purchased from experimental animal research center of Shanghai JSJ. The animal experimental procedure was strictly conducted according to guidelines and approved by the Institutional Animal Care and Use Committee of Huazhong University of Science and Technology. Mice were placed in a room at the temperature of 20–25 °C, the humidity of 40–50%, and under a 12‐h light/dark cycle. Adult female mice were mated with male mice at 2:1. Pregnancy was determined by the presence of the vaginal plug. Pregnant mice were exposed to 0.1, 1 mg kg^–1^ day^–1^ 4HBP and EtOH (as vehicle control) via oral delivery. The PERK kinase inhibitor GSK2606414 (50 mg kg^–1^ day^–1^) was treated by oral gavage. Newborn offspring were sacrificed within 24 h after delivery and hippocampal tissues were collected. The rest of the offspring were raised until postnatal day 56 for behavioral tests.

### Morris Water Maze Test

Morris water maze test was performed according to the nature protocols.^[^ ^23^ ^]^ The experiments included 2 different assessments: spatial learning test and spatial memory test. All tests were performed in a quiet room with indirect lighting. The device had a swimming pool of 170 cm in diameter, and the water temperature was at ≈20–22 °C. The swimming pool was virtually divided into four equal quadrants. The white edible pigment was used to opaque water that helps to hide the underwater platform. The hidden circular platform of 9 cm in diameter located in the quadrant of northeast (upper right) and submerged 1.5 cm below the surface of the water and remained constant during the entire spatial learning test. The entire experiment lasted 5 or 6 days, of which the spatial learning test lasted 4 or 5 days. Each trial had a maximum of 1 min with an inter‐trial interval of 15 s. Each animal was tested four times a day. The animal was placed in a specific starting location in the maze, as described in the article.^[^ ^23^ ^]^ If animals failed to reach the platform within 1 min, they were guided to the platform using a guide stick. After animals reached the escape platform, they were allowed to remain there for 15 s before the next trial. The escape latency was defined as the time that animals spent in swimming from the starting position to the platform. The spatial memory test was performed on the last day. In this procedure, the platform was removed and the animals were allowed to swim for 60 s. The whole experiment was monitored by a camera above the center of the pool.

### Step‐Through Test

The apparatus was divided into dark and transparent rooms. For training, the mice were placed in the transparent compartment and allowed to enter the dark compartment through the door in between. Immediately after entry, a scrambled foot shock (36 V, 55 Hz) was delivered to the mice, which were allowed to escape to the safe transparent compartment. Each mouse was given a maximum of 5 min to train. For animals failed to enter the dark compartment within 5 min, they were guided to the dark compartment using a guide stick. 24 h after training, the mice were again placed in the safe transparent compartment. The response latency to enter the dark compartment and the times of entering into the dark compartment in 5 min were measured.

### T‐Maze Test

T‐maze alternation has been used for decades in academia and industry for its sensitivity in assessing cognitive dysfunction and its simplicity of construction. Enclosed T‐maze, an apparatus with 10 cm‐wide floor and 20 cm‐high walls in the form of a “T” placed horizontally, was used. The stem of the two goal arms and a start arm were all 30 cm long and every arm had a guillotine door. First, all the doors were open and the mouse directly from its home cage, was placed in the start area and allowed to select the left or right arm. The mouse was kept in the chosen arm by quietly sliding the door down. After 30 s, the mouse and central partition were removed, and the mouse was returned to its holding cage. After a retention interval of 1 min, the mouse was placed in the start area for a second trial with all the doors open. Spontaneous exploration was repeated 15 times as described above. Each exploration should take no more than 2 min. If one mouse fails to run within 90 s, a reasonable criterion at which to abort the trial, it was removed and tested again after resting. The percentage of spontaneous exploration was analyzed.

### Cell Culture

Primary NSCs were obtained from embryonic hippocampus on embryonic day 14.5. Briefly, the extracted tissue was digested for 10 min by trypsin and then gently dispersed. The suspension was filtered through a 40 mm filter and then collected. The hippocampus‐derived NSCs were cultured in suspension and maintained proliferation in DMEM/F12 (#11330‐032, Gibco) containing 20 ng mL^−1^ EGF (#AF‐450‐33, Peprotech), 20 ng mL^−1^ bFGF (#315‐09, Peprotech), 1% glutaMAX (Gibco), 1% B27(#17504‐044, Gibco) and 1% penicillin/streptomycin (Meilunbio). After 4–5 days, neurospheres occurred and were dissociated into single cells by accutase (#A11105‐01, Gibco) and then plated on plates coated with poly‐l‐ornithine (Sigma) and laminin (L2020, Sigma) in growth media.

### Neurosphere Growth Kinetics Assay

Hippocampus‐derived primary NSCs were passaged by gentle digestion. Then, the single‐cell suspension of NSCs was plated in a 6‐well plate at a density of 50 000 cells per well and allowed for growth for 7 days. The diameter of neurospheres was analyzed on day 7.

### Cell Viability Assay

NSCs were plated in 96‐well plates, treated with the indicated drug. 7 days later, cell viability was determined using the Cell Count Kit‐8 (#A311‐01, Vazyme) according to the manufacturer's instructions. Absorbance was measured at 450 nm using a microplate reader (Thermo Fisher Scientific).

### Immunofluorescence

NSCs were fixed with 4% paraformaldehyde (PFA) (Servicebio) for 10 min and then permeabilized with 0.3% Triton X‐100 for 1 h. Subsequently, NSCs were blocked with 5% BSA and incubated with primary antibodies at 4 °C overnight. This was followed by incubation of fluorochrome‐conjugated secondary antibodies at room temperature for 1 h. The primary antibodies Nestin (ab22035, 1:500), Ki67 (ab15580, 1:500) were from Abcam; Nestin (#4760, 1:500), cleaved‐caspase 3 (#9664, 1:500), Tuj1 (#4466, 1:500), p65 (#8242, 1:500) were from Cell Signaling Technology, NeuN (# 26975‐1‐AP, 1:200) was from Proteintech and GFAP (PB9082, 1:500) was from Boster. Donkey anti‐rabbit alex fluor 594 (#711‐585‐152, 1:1000) and donkey anti‐mouse alex fluor 488 (#715‐545‐150, 1:1000) were from Jackson.

For hippocampal tissue section staining, mice were anesthetized with chloral hydrate, and the brains were collected and fixed with 4% PFA and dehydrated with 30% sucrose solutions. Brain tissues were sectioned at 30 µm with a cryostat (Leica Biosystems). Brain sections were blocked and permeabilized with 5% BSA/0.3% Triton X‐100/PBS. The subsequent staining procedure was the same as described above. Images were acquired using the Flu View FV1200 confocal microscope (Olympus) and processed using Photoshop. Quantification of the positive staining signals was performed in three representative brain sections for each mouse.

### TUNEL Staining

Cells or tissues were fixed with 4% PFA, washed with PBS, and the TUNEL assay was performed according to the manufacturer's protocol (Meilunbio).

### Western Blot

Total proteins were extracted from hippocampus tissues or NSCs using RIPA lysis buffer (Beyotime) supplemented with phosphatase and protease inhibitors and PMSF, and then quantified by BCA assay (Meilunbio). Western blot was performed as previously described.^[^ ^24^ ^]^ GRP78 (#3711; 1:1000), PERK (#3192; 1:1000), p‐eIF2*α* (#9721; 1:1000), CHOP (#2895; 1:1000), IRE1*α* (#3294; 1:1000), p‐IRE1*α* (#9721S, 1:1000) and NF‐*κ*B pathway sampler kit (#9936) were from Cell Signaling Technology; ATF6 (#37149, 1:1000) was from Abcam. *β*‐actin (MA5‐15739, 1:5000) was from Invitrogen; GAPDH (#60004, 1:5000) was from Proteintech. The horseradish peroxidase‐conjugated anti‐rabbit IgG (SA00013‐3, Proteintech) or anti‐mouse IgG (SA00001‐2, Proteintech) secondary antibodies were used, followed by detection with the enhanced chemiluminescence system (GE Healthcare). ECL Western blot analysis system was utilized for detection of the immunoreactive bands according to the manufacturer's instructions by using the GeneGnome system (Syngene). *β*‐actin or GAPDH was used as a loading control.

### RNA Extraction and Real‐Time qPCR

Total RNA from NSCs or hippocampus was extracted by TRIzol reagent box (#15596018, Thermo Fisher Scientific). Single‐strand cDNA was synthesized using a universal cDNA synthesis kit (#R233‐01, Vazyme). The expression of mRNA was tested by a fast real‐time qPCR system (7900 HT, ABI, Thermo Fisher Scientific) using a SYBR Green master mix (#Q311‐02, Vazyme). Primer sequences are listed in Table S1, Supporting Information. The mRNA level was normalized against that of *β*‐actin or GAPDH.

### TEM

The NSCs were collected by centrifugation at 2500 rpm for 5 min. Hippocampal tissues were sliced into pieces of 1 mm^3^. The samples were immersed in 2.5% glutaraldehyde immediately after being isolated from the brain at 4 °C for 6 h. Then the pieces were fixed with 1% osmium tetroxide and dehydrated in graded ethanol series, and embedded in Araldite. Ultrathin sections (50 nm) were stained with 2% uranyl acetate for 15 min and 2% lead citrate for 15 min. Finally, the sections were observed under a TEM (Philips Tecnai 10). Three replicates were included for each treatment group.

### Luciferase Reporter Assay

293T cells were cultured in six‐well plates, transfected with ATF4 siRNA, p65 luciferase reporter plasmid, empty vector (pCDNA3), and pCDNA3‐ATF4 plasmid of the indicated concentration for 48 h before harvest. Luciferase activity was assayed using the Firefly & Renilla Luciferase Reporter Assay Kit (#MA0518, Meilunbio).

### ChIP

Potential ATF4 binding sites 2 kb upstream of the P65 gene TSS were predicted by JASPAR database (http://jaspar.genereg.net/). Under the given settings, four overlapping binding regions were identified and corresponding primers (Table S1, Supporting Information) were then designed and used for ChIP‐qPCR experiment. ChIP‐qPCR experiment was performed using a CHIP Assay Kit (#P2078, Beyotime). Briefly, crosslinking was performed with 1% formaldehyde at 37 °C for 10 min and then quenched with 125 mm glycine. The cells were lysed in SDS buffer and sonication (VXC‐750, Sonics) was used to fragment the DNA in 200–1000 bp. After sonication, the samples were centrifuged at 12 000 g at 4 ℃ for 5 min and supernatant was collected. Sheared chromatin was immunoprecipitated overnight with an ATF4 antibody (11815s, Cell Signaling Technology), or mouse IgG. Antibody bound chromatin complexes were then immunoprecipitated with protein A‐agarose beads, and washed the precipitate with the appropriate solution. The precipitation was then dissolved in elution buffer. The cross‐links between genomic DNA and proteins were unraveled at 65 °C overnight and then the purification of DNA was performed. Immunoprecipitated DNA, as well as input DNA, was quantified by qPCR using specific primer sets as indicated.

### The Human Brain Organoid

Human iPSCs DYR0100 were purchased from Stem Cell Bank of Chinese Academy of Science. In order to culture cells in a 3D system, human iPSCs were embedded into an extracellular matrix (ECM), subsequently cultured in spinning bioreactors to promote tissue expansion and neural differentiation. Neural precursor cells were differentiated from DYR0100 for 60 days. The 3D brain organoids were generated, treated with the indicated dose of 4HBP, and cultured in human 3D cerebral organoid medium (DMEM/F12 medium (Gibco) supplemented with 1% B27 (Gibco)) for 60 days. For immunofluorescence, the 3D brain organoids were fixed by 4% PFA at room temperature for 3 h and dehydrated at 4 °C by 30% sucrose solution and embedded in Richard‐Allan Scientific Neg‐50 (Thermo Fisher Scientific). The frozen tissues were sectioned at 20 µm thickness before being subjected to immunofluorescent staining.

### Transfection of siRNA

The siRNAs were transfected with Lipofectamine RNAiMAX in Opti‐MEM (Thermo Fisher Scientific) following the manufacturer's protocol. The siRNA sequences are as follows: ATF4: 5’‐AUC GAA GUC AAA CUC UUU CUU‐3’; CHOP: 5’UGU UUC CGU UUC CUA GUU CUU‐3’ and negative control siRNA (siNC): 5’‐UAA UGA AUU GGA ACG CAU A TT‐3’. These sequences were purchased from GenScript.

### Measurement of Protein Synthesis with Surface Sensing of Translation

Surface sensing of translation method was conducted as previously described.^[^ ^25^ ^]^ Briefly, NSCs were treated with 4HBP or vehicle (ethanol) for 7 days. 1 µm puromycin (Sigma) was then added to the cultures, which were incubated for an additional 1 h before the cells were harvested. Then, proteins were extracted, quantified, resolved by SDS‐PAGE, and transferred to PVDF membrane. The blotted membrane was incubated with a primary antibody against puromycin (MABE343, 1:5000), followed by an HRP‐conjugated secondary antibody.

### Exposure Assessment of 4HBP in Mouse Tissues

50 g of tissue samples were added with 100 µL of distilled water and homogenized by ultrasonic for 30 min, then added 400 µL of methanol and vortex mixed for 3–5 min. The suspension was centrifuged for precipitation at 13 000 rpm. 450 µL supernatant was collected and concentrated into dry powder. 50 µL of methanol was then added to the powder and grinded by ultrasonic for 30 min. Samples were vortex mixed and centrifuged 10 min at 13 000 rpm and 30 µL of the supernatants were collected and taken into the injection vial to detect 4HBP. Serum was directly added with methanol and the subsequent procedure was the same as described above. The tissue concentration of 4HBP was detected by an Agilent high‐performance liquid chromatography 1260 coupled to an Agilent model 6460 tandem mass spectrometer with electrospray ionization (HPLC‐MS/MS‐ ESI).

### RNA Extraction, Sequencing, and Data Analysis

The Hippocampus‐derived primary NSCs were cultured under either proliferation or differentiation conditions. In each condition, the cells were treated by either EtOH or 1 µm 4HBP for 7 days. Total RNA was extracted using TRIzol reagent (Invitrogen). The RNA sequencing was performed at Shanghai OE Biotech, where the TruSeq Stranded mRNA LTSample Prep Kit (Illumina) was used for library generation, and 150 bp paired end sequencing was performed using an Illumina HiSeq X Ten instrument (Illumina). All relevant sequencing data are available at GEO (GSE166506).

The adapters used in library preparation were identified by FastQC (v‐0.11.5) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and trimmed from the raw reads by cutadapt (v‐1.13) (https://doi.org/10.14806/ej.17.1.200) using the default parameters. RSEM (v1.3.0),^[^ ^26^ ^]^ coupled with Bowtie2 (v2.2.9),^[^ ^27^ ^]^ were used to quantify the expression of genes and transcripts based on the reference genome mm10 (GRCm38) with gene annotation from GENCODE (release vM17). Raw gene‐level counts were normalized to counts per million (CPM) and further transformed by log2(CPM+1). The principal component analysis (PCA) was performed by NetBID (v‐2.0.2)^[^ ^28^ ^]^ to assess the overall similarity between samples. The differential expression analysis was conducted using limma R package (v‐3.42.2).^[^ ^29^ ^]^ The GSEA was performed by the fgsea R package (v1.12.0) (https://doi.org/10.1101/060012) with MSigDB dataset (v‐6.1)^[^ ^30^ ^]^ and visualized by “draw.GSEA” function from NetBID software (v‐2.0.2).^[^ ^28^ ^]^

### Morphological Analysis of Tuj1‐Positive Cells

The morphological complexity of Tuj1‐positive cells was performed as previously described.^[^ ^31^ ^]^ Briefly, 8‐bit images of cultured neurons were traced using the NeuronJ software (USA) and tracing files were generated. 20 mm‐spaced concentric circles were superimposed onto the image of each selected neuron and centered on its soma. For each neuron, 1) the total number of times neurites intersected any given circle (sum of intersections); 2) the number of terminal branchings; and 3) the total length of neuronal dendrite were recorded. Neurons from three independent experiments were analyzed per each experimental condition.

### Histological Examination of Hippocampus

Three 30 µm sagittal sections were sampled every 180 µm of the hippocampus per animals, followed by HE staining according to the manufacturer's protocol (Meilunbio). The slides were imaged on the Olympus DP70 macroscope. As previously described,^[^ ^32^ ^]^ hippocampal cross‐sectional area on each section was measured by tracing using ImageJ and multiplied by 360 µm (distance between sections) to estimate hippocampus volume. The estimated volume ratio of the hippocampus was calculated and analyzed using Prism v.7 software (GraphPad Software).

### Statistical Analysis

Data were shown as mean ± SEM. The unpaired and two‐tailed *t* test was employed for the comparisons between two groups, while analysis of one‐way ANOVA with Dunnett's test for comparing multiple experimental groups with a single control group and one‐way ANOVA with Fisher's LSD test for comparing among three or more groups. All the comparisons were conducted by Prism v.7 software (GraphPad Software).

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

F.C. and Q.P. contributed equally to this work. F.C., S.X., Y.T., and X.S. designed the study. F.C., S.W., and Y.S. performed in vitro experiments. F.C., R.W., and T.Z. performed animal experiments. Q.P. and F.Z. performed bioinformatics analysis. J.H., H.Z., Q.W., and Y.J. provided reagents. W.X., Y.L., G.‐Y.Y., W.D.V., and J.‐P.T. provided guidance on the design of experiments and interpretation of results. F.C., Q.P., and X.S. wrote the manuscript. S.X., Y.T., and X.S. edited the manuscript.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

The RNA‐Seq data described in this study are openly available in Gene Expression Omnibus under the accession number of GSE166506 (URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166506).

# Supplementary material for: Maternal Benzophenone Exposure Impairs Hippocampus Development and Cognitive Function in Mouse Offspring
**Source:** Adv Sci (Weinh). 2021 Oct 28;8(23):2102686. doi: 10.1002/advs.202102686
**Supplement:** Supplementary file 1 — Supporting Information

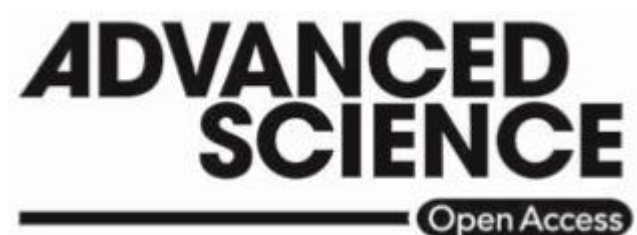

## Supporting Information

for *Adv. Sci.*, DOI: 10.1002/advs.202102686

Maternal benzophenone exposure impairs hippocampus development and cognitive function in mouse offspring

Fengzhen Cui, Qingfei Pan, Siyi Wang, Faming Zhao, Runxin Wang,  
Tingting Zhang, Yaying Song, Jun He, Haolin Zhang, Qiang Weng, Yang  
Jin, Wei Xia, Yuanyuan Li, Guo-Yuan Yang, Winnok De Vos,  
Jean-Pierre Timmermans, Shunqing Xu<sup>\*</sup>, Yaohui Tang<sup>\*</sup>, Xia Sheng<sup>\*</sup>

**Supporting Information**

**Maternal benzophenone exposure impairs hippocampus development and  
cognitive function in mouse offspring**

Fengzhen Cui<sup>1#</sup>, Qingfei Pan<sup>2#</sup>, Siyi Wang<sup>3</sup>, Faming Zhao<sup>1</sup>, Runxin Wang<sup>1</sup>, Tingting  
Zhang<sup>1</sup>, Yaying Song<sup>4</sup>, Jun He<sup>5</sup>, Haolin Zhang<sup>6</sup>, Qiang Weng<sup>6</sup>, Yang Jin<sup>7</sup>, Wei Xia<sup>1</sup>,  
Yuanyuan Li<sup>1</sup>, Guo-Yuan Yang<sup>4</sup>, Winnok De Vos<sup>8</sup>, Jean-Pierre Timmermans<sup>8</sup>,  
Shunqing Xu<sup>1\*</sup>, Yaohui Tang<sup>4\*</sup>, Xia Sheng<sup>1\*</sup>

Supplementary Figure 1

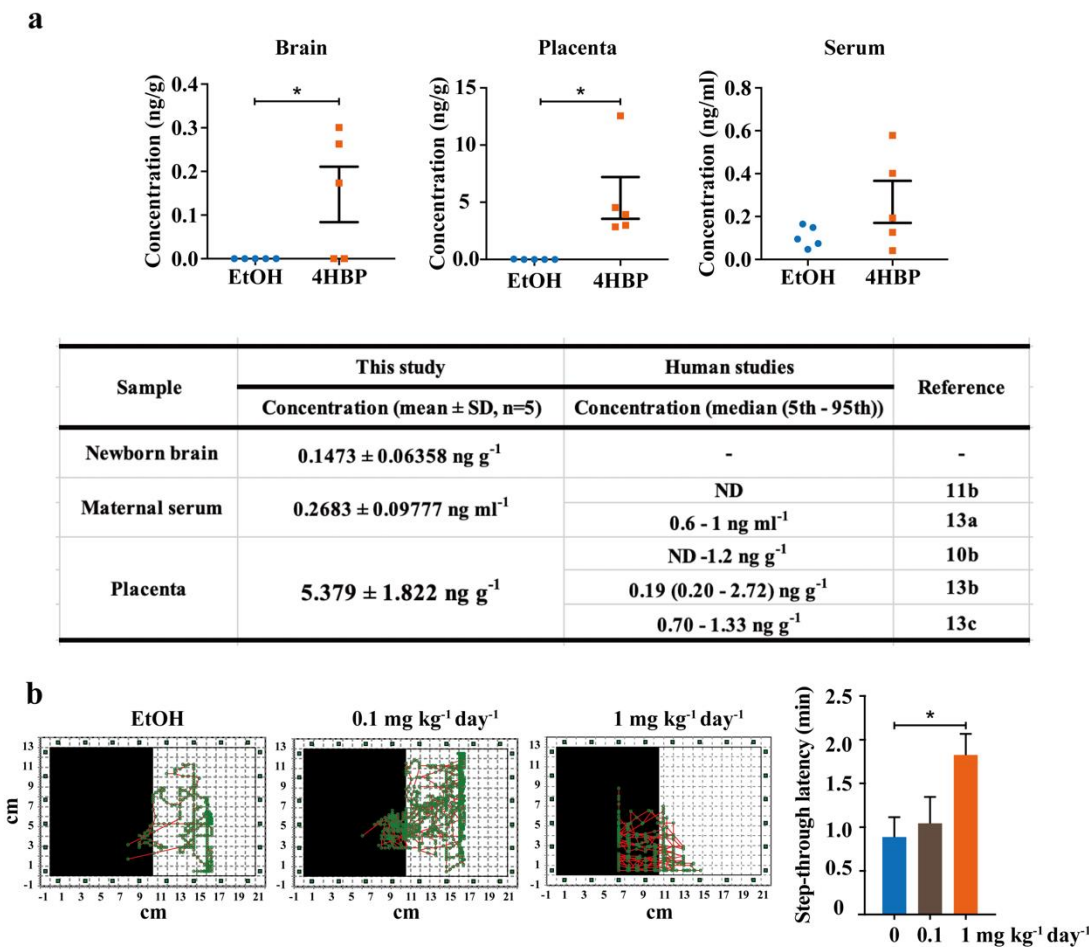

**Supplementary Figure 1. Comparison of internal exposure level between our mice study and previous human studies.** **a**, Top, pregnant mice were exposed to  $1 \text{ mg kg}^{-1} \text{ day}^{-1}$  4HBP for 20 days and the level of 4HBP in the brain, placenta and serum were assessed by HPLC-MS (Data from  $n = 5$  mice per group). Bottom, Comparison between the level of 4HBP in our study with that in different human cohorts previously reported by us and others. **b**, Representative trace in smart cage and time spent in the dark box (Data from  $n = 10$  mice per group). Data are shown as mean  $\pm$  SEM. Unpaired and two-tailed t test (**a**) or one-way ANOVA with Dunnett's multiple comparisons test (**b**), \*  $p < 0.05$ .

Supplementary Figure 2

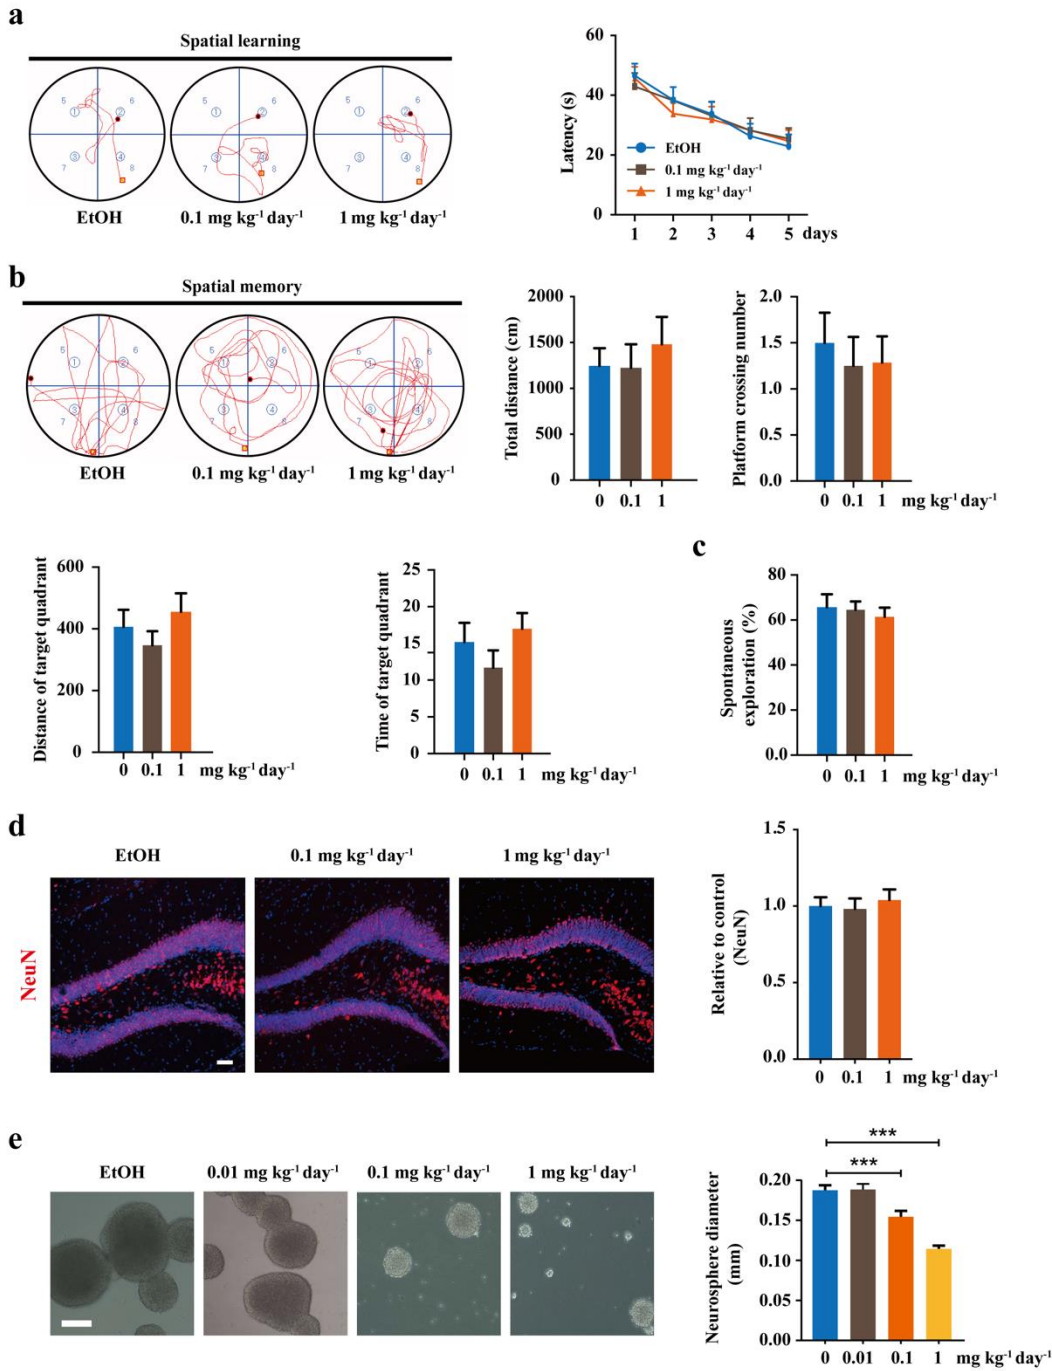

**Supplementary Figure 2. 4HBP exposure of the same dosage and duration fails to induce memory and learning impairment in adult mice.** Adult mice (eight-week-old) were exposed to either vehicle (EtOH) or 4HBP (0.1 or 1 mg kg<sup>-1</sup> day<sup>-1</sup>) via drinking water for 20 days under normal condition before performing

behavior tests. **a**, Left, representative swimming trace of mice from the start position to the platform in the spatial learning test on day 5. On the right, line graphs showed the change in escape latency from day 1 to day 5 in the spatial learning test (Data from  $n = 6$  mice per group). **b**, Representative swimming trace in the spatial memory test after the hidden platform was removed on day 6. Bar graphs showed the total distance, times of mice crossing the platform, distance and time spent in the target quadrant in spatial memory test among different groups (Data from  $n = 6$  mice per group). **c**, Quantification of spontaneous exploration behaviors of mice in the T-maze. Data from  $n = 8$  mice per group (Data from  $n = 6$  mice per group). **d**, Left, representative confocal images of NeuN in the dentate gyrus (DG) region of the hippocampus on adult mice. Scale bar, 50  $\mu\text{m}$ . Right, Quantification of immunofluorescent staining of NeuN. Data from  $n = 3$  mice per group. **e**, NSCs were derived from hippocampal NSCs isolated from offspring of the indicated treatment and cultured for 7 days in proliferation media. The neurospheres were imaged and the diameter was quantified ( $n = 150 - 300$  neurospheres in each group). Scale bar, 100  $\mu\text{m}$ . Data are shown as mean  $\pm$  SEM. One-way ANOVA with Dunnett's multiple comparisons test, \*\*\*  $p < 0.001$ .

## Supplementary Figure 3

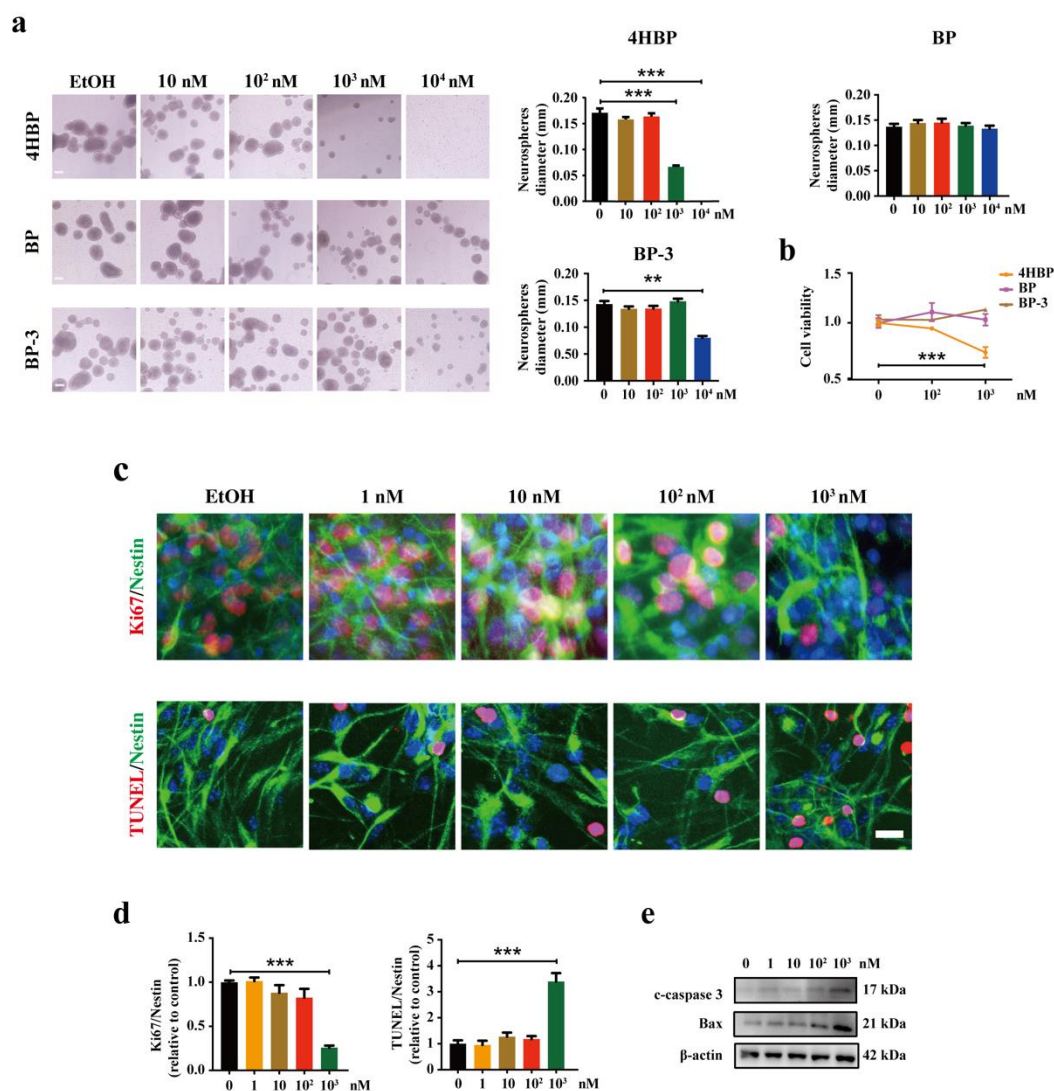

**Supplementary Figure 3. 4HBP inhibits proliferation and induces apoptosis of hippocampal NSCs *in vitro*.** **a**, Primary hippocampal NSCs were seeded into 96-well plates and treated with the indicated concentrations of 4HBP, BP and BP-3 for 7 days in proliferation media. NSCs were cultured as suspension to allow for neurosphere formation. Neurosphere diameters were quantified on day 7 ( $n = 150 - 300$  neurospheres in each group). Scale bar, 100  $\mu\text{m}$ . **b**, As in **a**, but CCK-8 assay was performed to test cell viability. Five replicates per group. **c**, Primary hippocampal

NSCs were seeded into 24-well plates and treated with the indicated concentrations of 4HBP for 7 days in proliferation media. The cells were then co-labeled with Nestin and Ki67 or TUNEL. Scale bar: 25  $\mu\text{m}$ . **d**, Quantification of the immunofluorescent signals in **c**. **e**, As in **c**, NSCs were harvested and subjected to Western analysis. Results were from a representative experiment in triplicates. Data are shown as mean  $\pm$  SEM. One-way ANOVA with Dunnett's multiple comparisons test, \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

Supplementary Figure 4

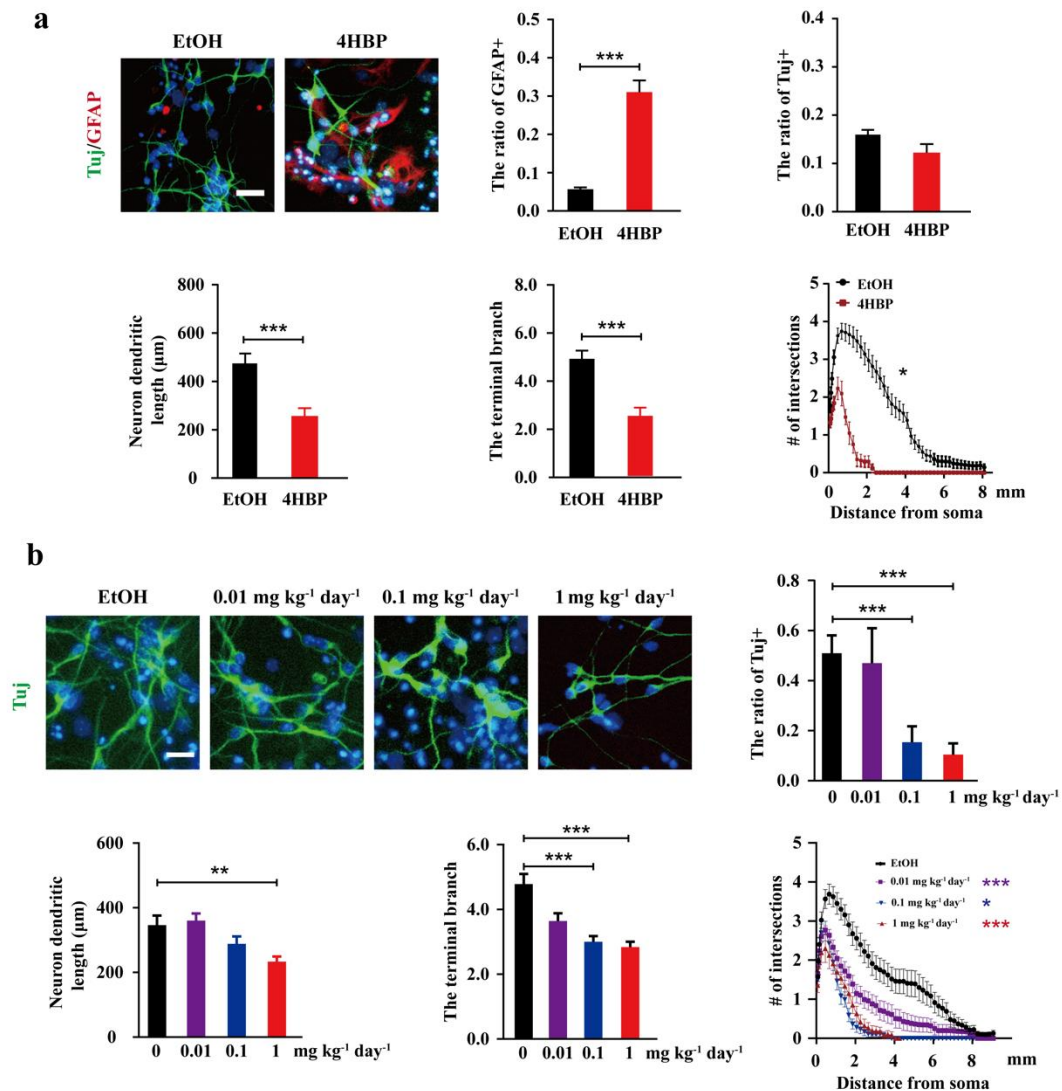

**Supplementary Figure 4. 4HBP suppresses differentiation of primary hippocampal NSCs.** **a**, Primary hippocampal NSCs were cultured and treated with 1  $\mu$ M 4HBP for 7 days in differentiation media. Representative images of immunofluorescence of Tuj1 and GFAP. Scale bars, 25  $\mu$ m. Analysis of the differentiation of NSCs and morphological complexity of Tuj1-positive cells. 26 – 50 neurons were analyzed. **b**, NSCs were derived from hippocampal NSCs isolated from offspring of the indicated treatment and cultured for 7 days in differentiation media.

Representative images of immunofluorescence of Tuj1 at 7 days. Scale bars, 25  $\mu$ m.

Analysis of NSCs differentiation of and morphological complexity of Tuj1-positive cells. 15 – 20 neurons were analyzed. Data are shown as mean  $\pm$  SEM. Unpaired and two-tailed t test (**a**) or one-way ANOVA with Dunnett's multiple comparisons test (**b**),

\*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

of all 11 samples using the stats R package (v3.6.1). **d**, Validation of top deregulated genes upon 4HBP treatment under proliferation condition using qPCR. **e**, GSEA plot of HALLMARK\_INFLAMMATORY\_RESPONSE by draw. GSEA function from NetBID R package (v-2.0.2) and the heatmap of the leading-edge genes of this gene set by pheatmap R package (v1.0.12).

Supplementary Figure 6

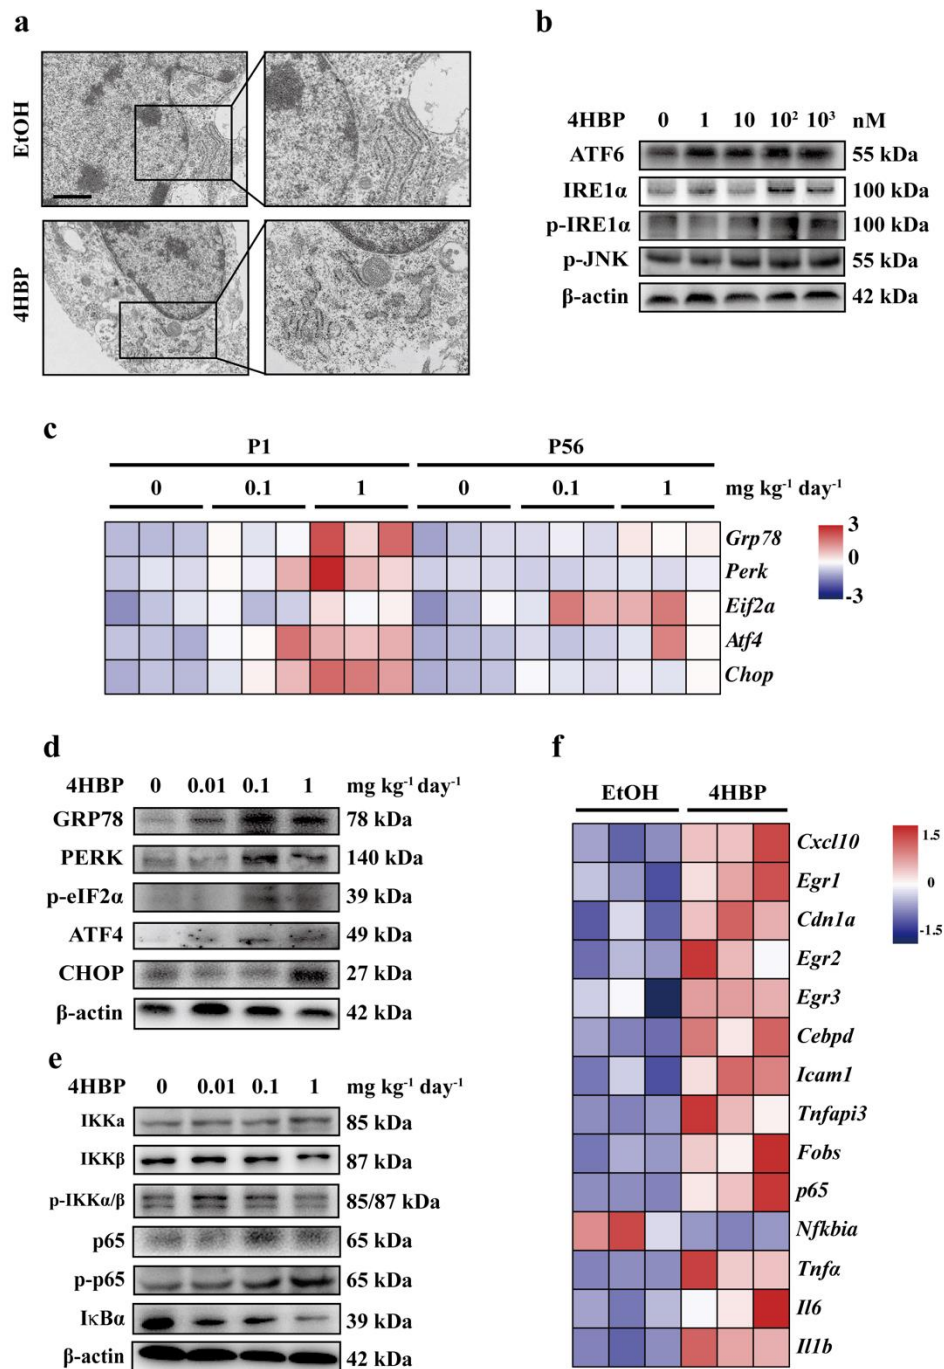

**Supplementary Figure 6. Maternal 4HBP exposure induces ER stress and inflammation in offspring hippocampus.** **a**, Primary NSCs were exposed to either EtOH (control) or 1  $\mu$ M 4HBP for 7 days in proliferation media before analyzed by TEM. Scale bar, 2  $\mu$ m. **b**, Western analyses of ATF6 and IRE1 $\alpha$  pathway in

hippocampus-derived NSCs treated with different concentrations of 4HBP for 7 days in proliferation media. **c**, RNA was extracted from hippocampal tissues of P1 and P56 offspring exposed to indicated doses of 4HBP. The levels of key genes in the PERK pathway were detected by qPCR. Three replicates per group. **d**, Western analyses of PERK pathway in the P56 hippocampus. **e**, Western analyses of NF $\kappa$ B pathway in the P56 hippocampus. **f**, RNA was extracted from NSCs treated with either EtOH or 1  $\mu$ M 4HBP for 7 days in proliferation media. The level of genes in the NF $\kappa$ B pathway and inflammatory cytokines were demonstrated by heatmap. Three replicates per group. Results of Western blot were from a representative experiment in triplicates.

Supplementary Figure 7

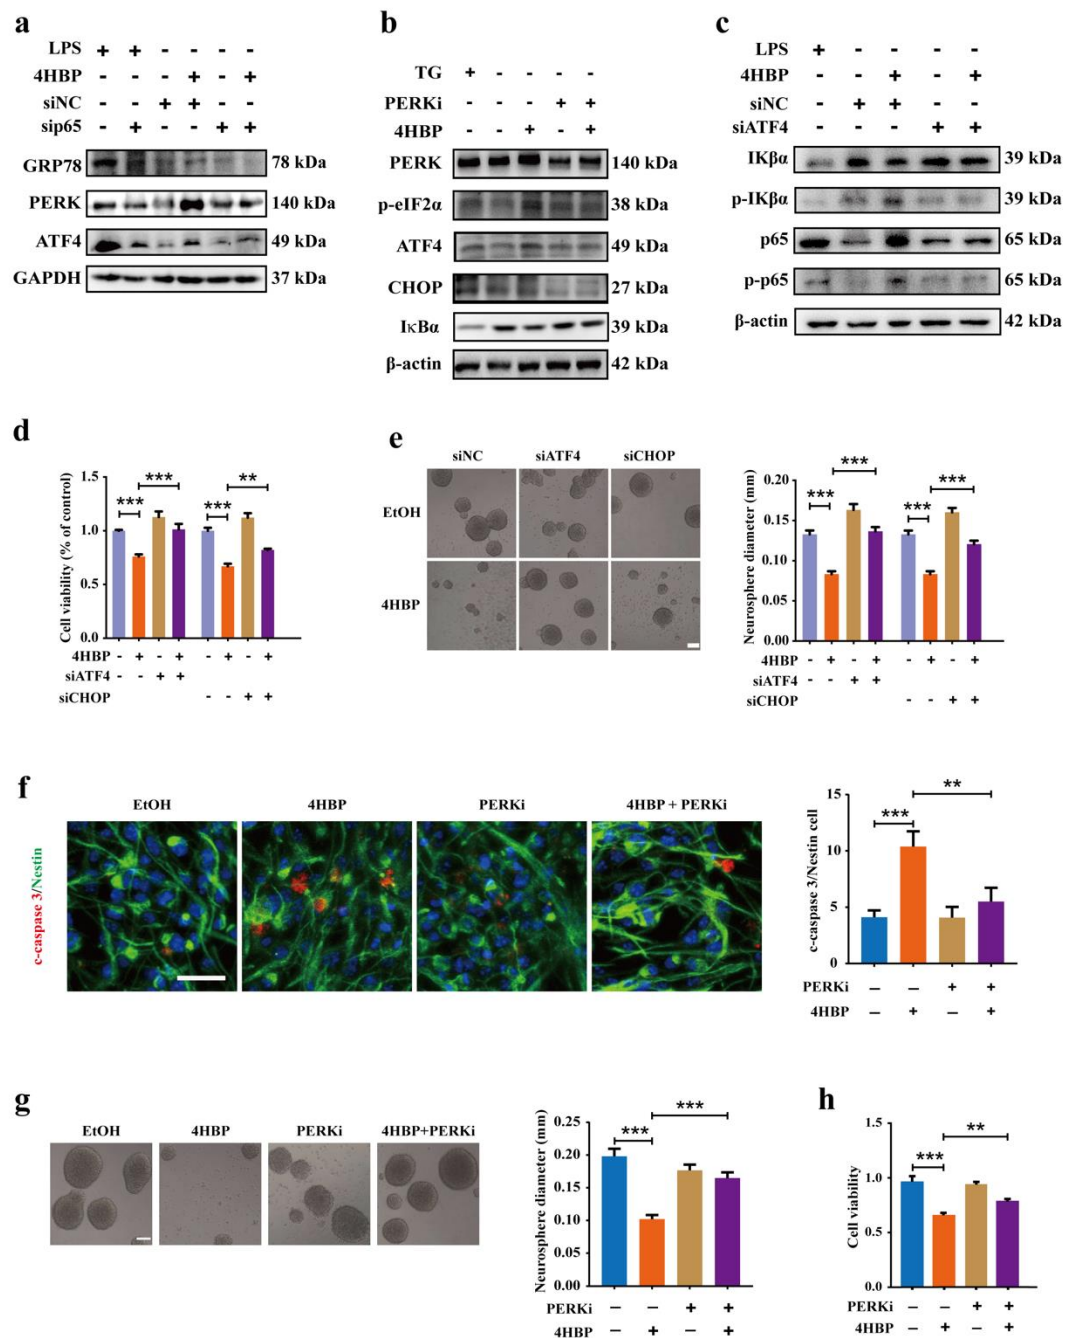

**Supplementary Figure 7. PERK-eIF2 $\alpha$  axis forms a positive feedback loop with NF $\kappa$ B signaling to promote apoptosis in NSCs exposed to 4HBP.** **a**, Primary NSCs were transfected with either scramble or p65 siRNA followed by 1  $\mu$ M 4HBP treatment for 7 days in proliferation media. The cells were then harvested for Western

analyses. **b**, NSCs were cultured in the presence of 1  $\mu$ M 4HBP for 7 days and treated with 0.5  $\mu$ M GSK2606414 (PERKi) for 12 hours in proliferation media before harvesting cells for Western analyses. TG (200 nM, 2 hours) was used as a positive control. **c**, Primary NSCs were transfected with either scramble or ATF4 siRNA followed by 1  $\mu$ M 4HBP treatment for 7 days in proliferation media. The cells were harvested for Western analyses. LPS (0.2  $\mu$ g/ml, 2 hours) was used as a positive control. **d, e**, Primary NSCs were transfected with scramble, ATF4 siRNA and CHOP siRNA followed by 1  $\mu$ M 4HBP treatment for 7 days in proliferation media. **d**, CCK-8 assay was performed for viability test. **e**, Representative images of neurospheres and quantification of neurosphere diameters ( $n = 150 - 300$  neurospheres in each group). Scale bar, 100  $\mu$ m. **f**, As in **b**, representative images and quantification of NSCs co-labeled with Nestin and cleaved-caspase 3. Scale bar, 25  $\mu$ m. **g**, As in **b**, but NSCs were cultured in suspension to allow for neurosphere formation. Representative images of neurospheres are shown and neurosphere diameter was quantified. Scale bar, 100  $\mu$ m. **h**, As in **b**, CCK-8 assay was performed to test cell viability. Results of Western blot were from a representative experiment in triplicates. Data are shown as mean  $\pm$  SEM. One-way ANOVA with Fisher's LSD test, \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

Supplementary Figure 8

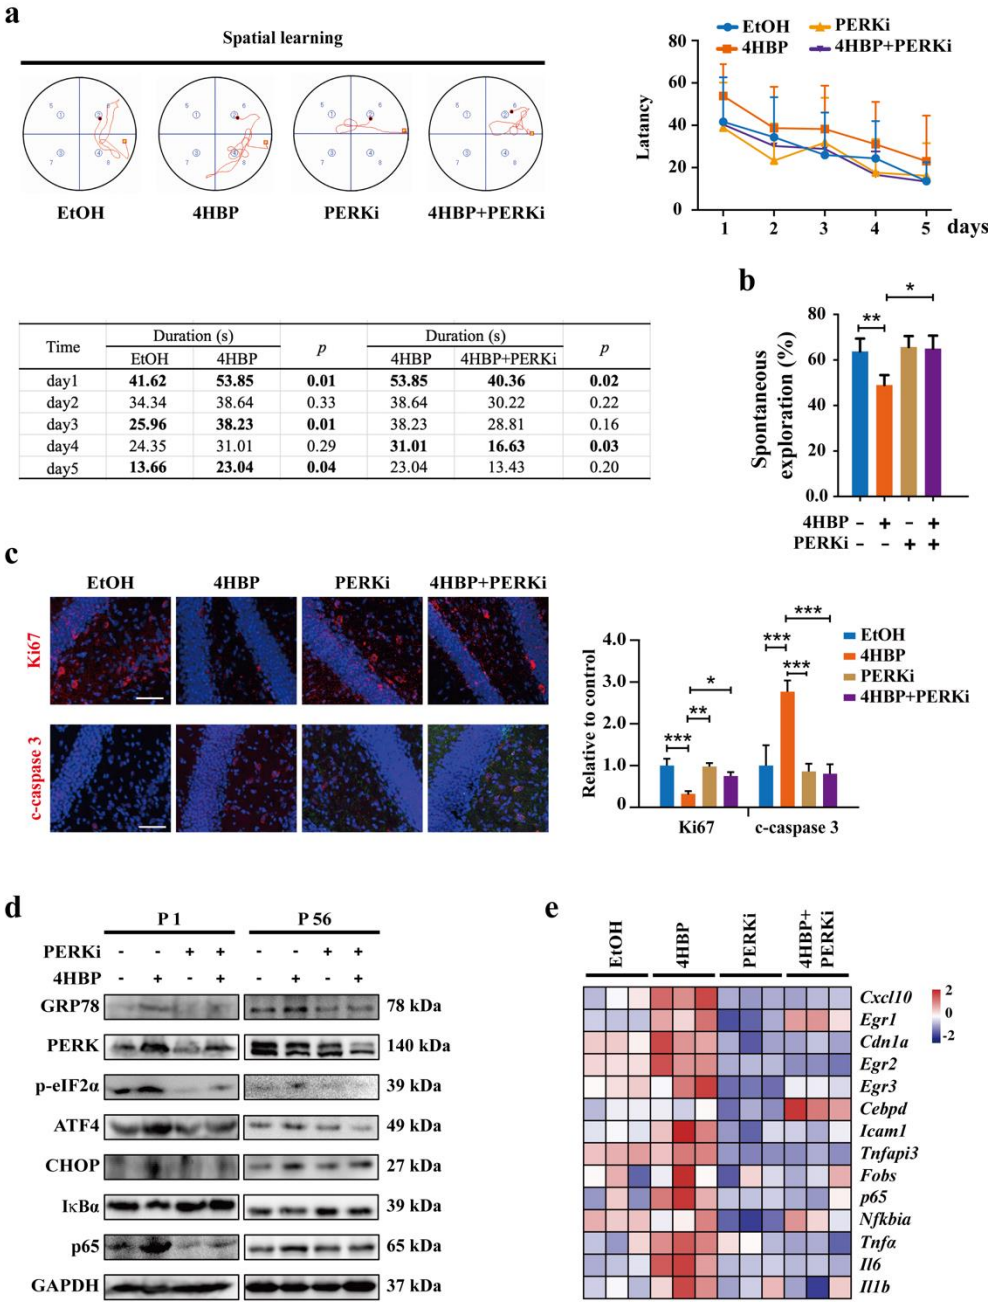

Supplementary Figure 8. PERK blockade improves learning and memory

function in offspring mice after maternal 4HBP exposure. Pregnant mice were

exposed to 1 mg kg<sup>-1</sup> day<sup>-1</sup> 4HBP and treated with or without 50 mg kg<sup>-1</sup> day<sup>-1</sup>

GSK2606414 (PERKi) via oral gavage throughout the entire pregnancy. The

offspring were housed under normal condition until postnatal day 56 for behavioral

tests. **a**, Left, representative swimming trace in the spatial learning test on day 5. Right, escape latency to platform in the spatial learning test. Table shows the statistical analysis results. **b**, Quantification of spontaneous exploration behaviors of mice in the T-maze. Data from  $n = 8$  mice per group. **c**, Left, representative immunofluorescent images of Ki67 and cleaved-caspase 3 in the hippocampus of P56 offspring. Scale bar, 100  $\mu\text{m}$ . Right, Quantification of immunofluorescent images. Data from  $n = 3$  mice per group. **d**, Western blot analyses of proteins in the PERK-ATF4 pathway as well as p65 and  $\text{I}\kappa\text{B}\alpha$  in the hippocampus of P1 and P56 offspring. Results of Western blot were from a representative experiment in triplicates. **e**, The level of genes in the  $\text{NF}\kappa\text{B}$  pathway and inflammatory cytokines are shown by heatmap.  $n = 3$  mice per group. Data are shown as mean  $\pm$  SEM. One-way ANOVA with Fisher's LSD test, \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

## Supplementary Figure 9

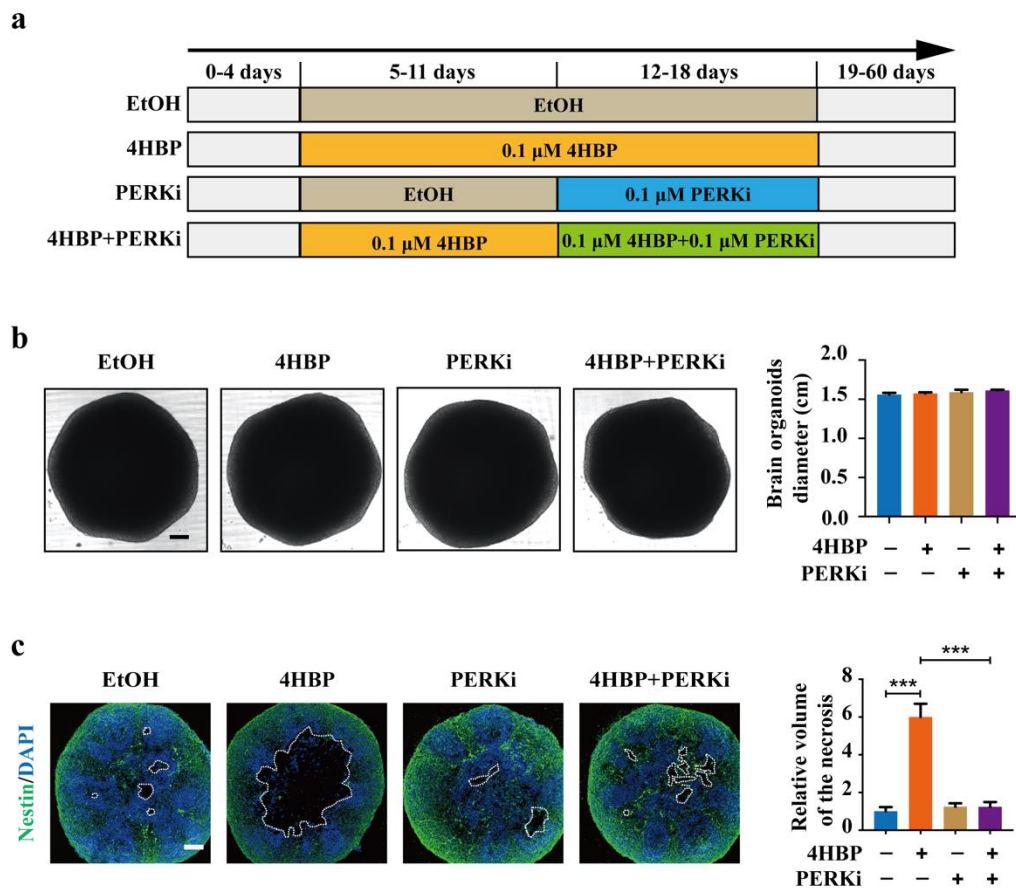

**Supplementary Figure 9. PERK inhibition ameliorates the 4HBP-induced neurotoxicity in human brain organoids.** **a**, Schematic overview of human brain organoids culture and treatment. The human brain organoids were exposed to two weeks of 0.5  $\mu$ M 4HBP, and supplemented with 0.1  $\mu$ M GSK2606414 (PERKi) for 1 week, then cultured and allowed for organoid growth for 2 months. **b**, Representative morphological images of human brain organoids and quantification of organoid size on day 60. Scale bar, 200  $\mu$ m. Three organoids per group. **c**, Representative images and quantification of necrosis area (marked in dashed line) in the human brain organoids. Scale bar, 100  $\mu$ m. Three organoids in each group and 3 or 4 visual fields

for each organoid. Data are shown as mean  $\pm$  SEM. One-way ANOVA with Fisher's LSD test, \*\*\*  $p < 0.001$ .

## Supplementary Tables

| Primer<br>Name | Forward (5'-3') | Reverse (5'-3') | Application |
|----------------|-----------------|-----------------|-------------|
|----------------|-----------------|-----------------|-------------|

**Table S1. Primers used in this study.**

|                  |                           |                          |      |
|------------------|---------------------------|--------------------------|------|
| <i>Grp78</i>     | CCGAGGAGGAGGACAAGAAGGAG   | GAACACACCGACGCAGGAATAGG  | qPCR |
| <i>Perk</i>      | GGACGAATCGCTGCACTGGATG    | GGCTTGCTGAGGCTAGATGAAACC | qPCR |
| <i>Eif2a</i>     | GCATTCTTCGCCATGTTGCTGAG   | TAGGCACCGTATCCAGGTCTCTTG | qPCR |
| <i>Atf4</i>      | TCTGCCTTCTCCAGGTGGTTCC    | GCTGCTGTCTTGTTTTGCTCCATC | qPCR |
| <i>chop</i>      | CCCTCGCTCTCCAGATTCCAGTC   | TCGTTCTCCTGCTCCTTCTCCTTC | qPCR |
| <i>Irela</i>     | ACACCGACCACCGTATCTCAGG    | GAACGCCACCCATCCAACCAG    | qPCR |
| <i>Xbp1</i>      | TTGGGCATTCTGGACAAGTTGGAC  | ACAGAGAAAAGGAGGCTGGTAAGG | qPCR |
| <i>JNK</i>       | CGCCTTATGTGGTGACTCGCTAC   | CTCCCATGATGCACCCAAGTAC   | qPCR |
| <i>Xbp1s</i>     | TGAGAACCAGGAGTTAAGAACACGC | CCTGCACCTGCTGCGGAC       | qPCR |
| <i>Atf6</i>      | TCGGTCAGTGGACTCTTATT      | CCAGTGACAGGCTTATCTTC     | qPCR |
| <i>Tnfa</i>      | AAATGGGCTCCCTCTCATCAGTTC  | TCTGCTTGGTGGTTTGCTACGAC  | qPCR |
| <i>Il6</i>       | TCCTACCCCAACTTCCAATGCTC   | TTGGATGGTCTTGGTCCTTAGCC  | qPCR |
| <i>Il1b</i>      | CACCTCTCAAGCAGAGCACAG     | GGGTTCATGGTGAAGTCAAC     | qPCR |
| <i>Cxcl1</i>     | CCGCTCGCTTCTCTGTGCAG      | ACTGACAGCGCAGCTCATTGG    | qPCR |
| <i>Adm2</i>      | TCGGTTGCATCAGCCTCCTCTAC   | ACGACGAGACTTCCAGACTACAGG | qPCR |
| <i>Cntnap3</i>   | TGTGATGCTCCGTTGGCTTCTTC   | GCAGTGACCTCCATTTCGTTCTCC | qPCR |
| <i>P2rx3</i>     | GGATCATCAACCGAGCCGTTACG   | CTCTGTTGGCATAGCGTCCGAAG  | qPCR |
| <i>Atp2a3</i>    | CATTGTGCGGAGCCTGCCTTC     | GCTTCAGCCACCACGAACATCC   | qPCR |
| <i>Pakap</i>     | CACTGCCTTCCTTGCCGATGAC    | GACCTGGTTGACCACGATGACTTC | qPCR |
| <i>Cdh8</i>      | TGCTGCTCGTCATTGTGGTTCTG   | TCCTCCTTCGTCGTCGTAGCG    | qPCR |
| <i>Sult5a1</i>   | CTGGATGCAGCAGGTTCTGAGTC   | CCGCTTGGAATGGAGGCTATCG   | qPCR |
| <i>Ebf2</i>      | GCGGTTCCAGGTCGTGTTGTC     | GCCTTCTTGCTCTCCTTCCATGC  | qPCR |
| <i>Hist1h2ad</i> | GACAACAAGAAGACGCGCATCATC  | CTTGGCCTTGTTGGTGGCTCTC   | qPCR |
| <i>GAPDH</i>     | GTCAGTGGTGGACCTGACCT      | TCGCTGTTGAAGTCAGAGGA     | qPCR |
| <i>P65-P1</i>    | GCCCCCTGCCAAAAGTAAAC      | GACTTGTTTCCCAGGCTCTGA    | ChIP |
| <i>P65-P2</i>    | TCAGAGCCTGGGAAACAAGTC     | GGGCGGAGTCTTCTCCAGAT     | ChIP |
| <i>P65-P3</i>    | GCCTGCTGATTCAAGTGTCC      | TAAATCCCGAGCCTCGTCT      | ChIP |
| <i>P65-P4</i>    | GTGACATCACCAAACCTCCGC     | GGGTCCGCCGATTACTCAC      | ChIP |

How the deposited data were processed for this re-analysis (not part of the article)

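The data are RNA sequencing libraries of 11 cultures of mouse hippocampal NSCs, treated for 7 days with 1 µM 4HBP or with EtOH in proliferation medium (3 and 3 libraries) or differentiation medium (3 and 2 libraries). Each library was placed in its group by its deposited sample label and the paper's methods. The labels name the compound 4-hydroxybenzoic acid and the paper names it 4-hydroxybenzophenone, and the text follows the paper.

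The authors trimmed the paired reads with cutadapt, and aligned and quantified them with RSEM and Bowtie2 against the mm10 (GRCm38) genome with the GENCODE vM17 genes. They deposited a table per library, in which the expected counts are RSEM's counts per gene without normalization, the TPM values are normalized for gene length and depth by RSEM, and the FPKM values are fragments per length of transcript and depth, computed by RSEM. Only the expected counts were analysed. They were checked to be unfiltered (53801 genes in each table, most at 0 in some libraries), with 13.8% of the values above 0 not whole numbers. Gene symbols, types and positions were taken from the GENCODE vM21 annotation of the same genome build, matched by gene identifier without its version.

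Library totals lay between 20822921 and 23438463 expected counts, and 3 counts, the smallest amount taken as detectable, correspond to 0.128 to 0.144 CPM. Replicates were checked for duplicated libraries and none were found. Replicate numbers, taken from the sample labels, were checked as pairs, and the fits with the replicate number as a block are given beside the main ones.

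Following the paper's methods, expected counts were divided by the library total to give CPM, transformed to log2(CPM+1) and compared within each medium with limma 3.58.1 (R 4.3.3), on the 27295 genes above 0 in at least 1 library, with an unadjusted p under 0.05 and an absolute log2 fold change over 0.58. The paper's methods name no filter on low counts. For the second test, expected counts were rounded to whole numbers, filtered by filterByExpr by group, normalized by TMM and fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest) with a mean for each of the 4 groups. The contrasts were 4HBP against control in each medium and the difference between these effects (the interaction), with Benjamini-Hochberg adjusted p under 0.05. Principal components and Euclidean distances were computed on log2(CPM+1), with an exact one-sided permutation test of the treatment labels for the ratio of the distances.

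Gene sets were tested with fgsea 1.28.0 on genes ranked by log2 fold change, with the mouse Reactome sets of 10 to 600 genes that could be matched and an adjusted p under 0.01, in place of the MSigDB sets of the paper, which were not available. Gene lists written before the data were examined, and the S phase and G2/M lists of Seurat 5.3.0, were tested with camera from limma, two-sided, with its preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 23 lists. The lists copied from Fig. 3c are the paper's own choice from these libraries.

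The genes named one by one are those that the paper names in Fig. 3c, Fig. S6f or Table S1 or stains as markers, as far as they were needed (Atf6 and Eif2ak3, which have primers in Table S1, were added after their values were seen), and for each medium the 5 higher and 5 lower genes with the largest absolute edgeR log2 fold change among those with an adjusted p under 0.05 and no overlap between the groups' normalized log2 CPM. In differentiation medium no gene qualified. Where every library of a group was at or under 3 counts, the fold change was computed against that floor and is a lower bound.

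The tests were run on simulated counts with 200 genes changed 2-fold before they were run on the data. Of the genes called in proliferation and differentiation medium, 6.18% and 2.98% had no simulated change with edgeR. The shares were 9.84% and 8.14% with the replicate block and 10.6% and 17.0% with limma's unadjusted p and fold change. The simulation gave both media the same spread, so it could not show how the shared fit acts where the spread differs. The alternatives tried were the normalization (library totals, DESeq2 1.42.0 and its size factors, voom), the filter on low counts, the pseudocount, the libraries fitted together, the thresholds, the ranking and the test of the gene sets, the correlation between genes, a replicate block, and leaving out each library in turn. Scripts ran in Python 3.11.15 with pandas 2.3.3. The Salmon quantification and the gene body coverage of the paper could not be examined, as the deposited tables hold neither.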

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

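The interaction test for single genes, the gene lists and the tests on depth and gene length were set before the data were examined. The interaction tests of the lists and the comparisons with matched random lists and with GC content were chosen after the results in each medium were seen. What marked each result here is that the 4HBP effect differed between proliferation and differentiation medium in a test of the difference itself.

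For single genes, the interaction term of edgeR gave 715 genes with an adjusted p under 0.05, 320 with a larger and 395 with a smaller log2 fold change in proliferation medium, against 391 and 341 when scaled by library totals only. The number depended on the fit, from 156 with a replicate block to 1615 without the filter on low counts, and the differentiation control group has only 2 libraries. The libraries differ little in depth: the highest total is 1.13 times the lowest over the 11 libraries, and the totals of 4HBP and control libraries overlap within both media. Over the 6 proliferation libraries that ratio is 1.01. Log2 fold changes in proliferation medium were hardly related to gene length (Spearman's rho = 0.038 across genes) or to GC content (rho = -0.019). In differentiation medium the values were -0.122 for gene length and 0.0531 for GC content, and for the difference between the media 0.0832 and -0.0452.

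For gene lists, 15 of the 23 lists had a different mean log2 fold change in the media, by camera on the interaction term with its preset correlation. Taking the value in proliferation medium minus that in differentiation medium, the difference was 0.94 for the ATF4 targets (adjusted p = 2.6e-20), 0.83 for the NFκB targets, 0.71 for the p53 targets, 0.88 for the leading-edge ER stress apoptosis genes and 0.73 for the TNFα genes that Fig. 3c draws, and 0.33 for the interferon-stimulated genes (adjusted p = 0.0191). The NFκB genes that Fig. S6f measures had the largest difference, 1.58 (adjusted p = 1.4e-09), and the 7 tested of the 10 genes of Table S1 that were taken as those of Fig. S5d had 1.42 (adjusted p = 0.0171). It was -0.96 for cholesterol biosynthesis (adjusted p = 8.1e-11), -0.58 for astrocyte markers, -0.58 for the S phase and G2/M genes together (adjusted p = 9.4e-13), -0.59 for the S phase genes, -0.56 for the G2/M genes, -0.41 for oligodendrocyte markers (adjusted p = 0.0359) and -0.27 for ER chaperones. With the correlation between genes estimated from the data, none of the 15 lists had an adjusted p under 0.05 (0.0711 to 0.651). The lists of Fig. 3c were chosen by the paper for their change in proliferation medium, and the genes of Table S1 appear to have been, so their difference shows no independent support. The genes of Fig. S6f were shown by the paper for NSCs in proliferation medium, and its legend does not say how they were chosen. Cxcl10, Cdkn1a, Icam1 and Nfkbia among them are also TNFα genes of Fig. 3c. Their difference cannot be taken as independent support either.

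The S phase and G2/M genes and the cholesterol genes moved in opposite directions, with means of -0.42 and -0.60 in proliferation medium and 0.15 and 0.36 in differentiation medium. Of 10000 random lists matched on expression, gene length and GC content, 0% had as extreme a difference for the S phase and G2/M genes, and 0% for the cholesterol genes, so length and GC content do not account for these patterns. Library size does not either (1.13, above). The labels and the paper name no sequencing batches, so a batch that follows the treatment in 1 of the media could not be examined, and the patterns cannot be told apart from one. For the other lists, length and GC content were tested only across all genes, not list by list. A different response of dividing and differentiating NSCs to 4HBP is a candidate explanation, held back by the tests with the estimated correlation. For the difference between the media, these gave an adjusted p of 0.388 for the S phase and G2/M genes and of 0.345 for the cholesterol genes. In proliferation medium alone, both lists had an adjusted p of 0.525.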

How the results depend on the processing

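All alternatives were set before the data were examined. Where a result moved, the cause was not tested except where it is named.

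Distances between the groups kept their direction under every alternative run, from 1.11 to 1.32 in proliferation medium and from 1.03 to 1.23 in differentiation medium. Leaving out libraries gave 1.21 to 1.37 and 1.09 to 1.12. The smallest p possible is 0.1 in both media (0.333 with a 4HBP differentiation library left out), so these p-values show no stability.

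The number of genes quantified fell from 27295 to 14495 with at least 1 CPM in at least 2 libraries, 15862 with a count in all 11 libraries, 15920 with filterByExpr and 17467 for protein-coding genes only.

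limma genes in proliferation medium (578) changed by more than 1.5 times with a pseudocount of 0.1 (1207), TMM and voom (1391) and an adjusted p under 0.05 beside the fold change (8, with 67 whatever the fold change). Leaving out libraries gave 391 to 692. In differentiation medium (49), the 11 libraries in one fit gave 74, an adjusted p under 0.05 gave 0 (3129 at an unadjusted p under 0.05), protein-coding genes only gave 24, a pseudocount of 0.5 gave 137, a pseudocount of 0.1 gave 682 and voom gave 925. Leaving out 4HBP libraries gave 45 to 48. With a control library left out, 1 control remains and no test was made.

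edgeR genes in proliferation medium (2668, of which 1367 higher and 1301 lower) fell to 850 with an absolute log2 fold change over 0.58, 1037 in the fit of the 6 libraries and 1479 with a replicate block, and were 1549 to 3009 with single libraries left out. By direction, there were 1716 higher and 1126 lower with library totals only and 1443 higher and 1780 lower without the filter. In differentiation medium (0, with 644 at an unadjusted p under 0.05), there were 116 genes without the filter, 5 with DESeq2 and 369 in the fit of the 5 libraries alone, and 0 in each of the 3 fits without a 4HBP library. Interaction genes (715, of which 320 had a larger and 395 a smaller log2 fold change in proliferation medium; 391 and 341 with library totals only) numbered 1615 without the filter, 156 with a replicate block (89 and 67) and 305 to 1100 with single libraries left out.

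Ranking by limma's moderated statistic gave 2 lower and 0 higher Reactome sets, and ranking by edgeR's log2 fold change gave 9 and 2. Leaving out libraries gave 13 to 65 lower and 6 to 15 higher sets. Cell Cycle was no longer under an adjusted p of 0.01 with camera (mean log2 fold change -0.091, adjusted p = 0.0812) and with the moderated statistic (NES -1.40, adjusted p = 0.0145), in a range of adjusted p from 1.4e-08 to 0.0812; leaving out libraries gave an NES of -2.38 to -1.50. Interferon Signaling was above 0.01 with camera (0.13, adjusted p = 0.233), with the moderated statistic (NES 1.14, adjusted p = 0.451) and in 1 of the leave-one-out runs, without 4HBP replicate 3 (NES 1.49 to 1.94). The unfolded protein response set stayed above 0.01 throughout. The replicate block cannot change the ranking in this balanced design.

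With the correlation between genes estimated from the data, no gene list reported here kept an adjusted p under 0.05, while the means stayed the same by construction: in proliferation medium astrocyte markers (-0.60), S phase and G2/M genes (-0.42), cholesterol genes (-0.60), ER apoptosis genes (0.82), ER chaperones (-0.19), interferon-stimulated genes (0.32), ATF4 targets (0.92), NFκB targets (0.90), p53 targets (0.63) and TNFα genes (0.76), and in differentiation medium S phase and G2/M genes (0.15) and cholesterol genes (0.36). Interferon-stimulated genes also lost it without the filter (0.21, adjusted p = 0.11) and with library totals only (0.35, adjusted p = 0.0765), and gave 0.025 to 0.55 with libraries left out. ER chaperones gave -0.27 to -0.089 with libraries left out, 2 of these above 0.05.

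For the genes named one by one, 33 in all, 391 runs gave 343 with the same direction and side of the threshold, 32 weaker, 10 stronger and 6 reversed. Irf7 (-0.28) became 0.042 without 4HBP replicate 1 and 0.13 without control replicate 2, in a range of -0.50 to 0.13 over the 6 runs that left out a library. Eif2ak3 (-0.0072) became 0.026 with library totals only, 0.025 with limma, 0.032 without 4HBP replicate 2 and 0.038 without control replicate 2, in a range of -0.052 to 0.038 over those runs. The depth limits the genes near 3 counts, for which only a lower bound on the fold is given, and Il6 and Il1b, which could not be tested.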

Differences from the paper's values

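In differentiation medium, limma gave 49 genes against the paper's 152. Of the alternatives set before the data were examined, a pseudocount of 0.5 gave 137 genes, within 1.5 times the paper's value, and none of the others did: the 11 libraries in one fit gave 74, filterByExpr 70, at least 1 CPM in at least 2 libraries 63, a replicate block 59, an intensity trend 50, TMM-scaled library sizes 48, protein-coding genes 24, an adjusted p under 0.05 gave 0 (3129 genes had an unadjusted p under 0.05), a pseudocount of 0.1 gave 682 and voom 925, and the fits without a 4HBP library gave 45 to 48.

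By direction in differentiation medium, 31 genes were higher with 4HBP against about 79 in the paper's Fig. 3a, read by eye, and 18 were lower against about 73 in the paper's Fig. 3a, read by eye. With a pseudocount of 0.5 these were 75 and 62, within 1.5 times the paper's values, and no other alternative set before the data were examined came within that range for either.

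The color legend of the heatmap in Fig. 3c marks blue as high and red as low, and the 4HBP columns of the leading-edge genes are drawn in red. In the deposited counts, 37 of the 38 TNFα genes tested and 15 of the 15 ER stress apoptosis genes were higher with 4HBP. Irf7 stands among the leading-edge genes of the TNFα set in Fig. 3c and had a log2 fold change of -0.28 (edgeR adjusted p = 0.731), and was above 0 without 4HBP replicate 1 (0.04) and without control replicate 2 (0.13).

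The paper reports qPCR of the top deregulated genes, and Cdh8, Hist1h2ad, Sult5a1, Ebf2 and Atp2a3 are among the genes with qPCR primers in Table S1 that were taken as these. With edgeR, Cdh8 had an adjusted p of 0.064 and Hist1h2ad of 0.253, and Sult5a1, Ebf2 and Atp2a3 did not pass the filter. limma without a filter gave log2 fold changes of -0.19 for Sult5a1 and -0.21 for Ebf2, which met the unadjusted p threshold of 0.05 but not the fold threshold of 0.58, and of 0.45 for Atp2a3, which met neither. Cdh8 had an adjusted p under 0.05 without the filter on low counts (0.0047), with DESeq2 (0.0258) and without 4HBP replicate 3 (0.0121), and an unadjusted limma p of 0.0499 with a log2 fold change of -0.44.

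The paper places sets for ribosome biogenesis among the highest in proliferation medium. The Reactome set Translation, which is not the same set, had an NES of 1.32 (adjusted p = 0.171).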

Other observations

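The tests on mt-Co3 and on 4HBP replicate 3, the reading of the fit of the differentiation libraries alone as a test of the shared spread (the fit itself was set before the data were examined), and the counts of splits for single enrichment scores and single lists, were chosen after the results were seen. The others were written down before their values were seen.

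Of the 10 ways to split the 6 proliferation libraries into 3 and 3, 4 part the 3 pairs of libraries with the same replicate number, as the true split does, and the other 6 part only 1 pair. As many edgeR genes as in the true split (2668) were found in 1 of the 4 (1 of the 10), the true one itself, and as many limma genes (578) in 1 of the 4. For the number of lists past the threshold (16), it was also 1 of the 4, with 1 to 14 lists in the other splits. For the number of Reactome sets in either direction, the true split did not stand out: 4 of the 4 gave at least 43 sets (8 of the 10), and 4 of the 4 gave at least 8 (10 of the 10). An absolute NES as large as the true one was found in 3 of the 4 splits for Cell Cycle (5 of the 10), in 2 of the 4 for Interferon Signaling (4 of the 10) and in 1 of the 4 for the unfolded protein response. For the mean log2 difference of a list, 1 of the 4 splits was as large for the S phase and G2/M genes, TNFα genes, ER apoptosis genes, NFκB targets, ATF4 targets, ER chaperones (2 of the 10), p53 targets, cholesterol genes and astrocyte markers, and 3 of the 4 for interferon-stimulated genes (5 of the 10). With 10 splits, the share is never under 0.1, so none of these counts can exclude that the result came about by the grouping alone.

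In proliferation medium, 4HBP replicate 3 stood apart from the other libraries with 4HBP. Its S phase and G2/M genes had a mean log2 CPM of 4.47 against 5.01 and 5.18, its cholesterol genes 5.22 against 6.15 and 6.11, and its interferon-stimulated genes 3.03 against 1.98 and 2.31. Without this library, the edgeR genes numbered 2920 against 2668, so the number of genes does not rest on it. The Interferon Signaling set had an adjusted p of 0.0635 without it, in a range of 2.4e-04 to 0.0635 over the runs that each left out 1 library, so this set passes the threshold only with it. Whether it had a stronger response or a technical difference could not be told apart, as the labels give no batch.

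The larger spread of the proliferation libraries is a candidate explanation for the 0 edgeR genes in differentiation medium. The fit of the 5 differentiation libraries alone, with a biological coefficient of variation of 0.0369 against 0.119, gave 369 genes, with the same genes tested but the normalization factors estimated anew. They included 19 cholesterol genes, all higher, and 1 of the S phase and G2/M genes, and 54 of the 369 had an absolute log2 fold change over 0.58.

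Whether the fall of mt-Co3 with 4HBP comes from reads shared with Gm28437, singled out after its values were seen, could not be told. A count this low was not particular to 4HBP. Control replicate 2 had 2.40 mt-Co3 counts, against 2.37 to 2.39 in the 4HBP libraries. The sum of both genes had a log2 fold change of -0.076, but mt-Co3 was at most 1.98% of the sum in the proliferation libraries, and its complete loss would move the sum by a log2 fold change of only -0.015.

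The ER stress genes did not rise as they would if all branches of the unfolded protein response were active: the ER chaperones had a mean log2 fold change of -0.19 while the ATF4 targets rose. Single genes do not assign the response to a branch: Xbp1 had a log2 fold change of 0.49 (edgeR adjusted p = 0.0040), Atf6 of 0.26 (edgeR adjusted p = 0.0057) and Eif2ak3, which encodes PERK, of -0.0072 (edgeR adjusted p = 0.964), a direction that was the opposite when scaled by library totals only (0.026), with limma (0.025), without 4HBP replicate 2 (0.032) and without control replicate 2 (0.038). Atf6 and Eif2ak3 were named after their values were seen.

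Activation of p53 may accompany the lower cell cycle genes, as the p53 targets had a mean log2 fold change of 0.63, but the adjusted p was 0.276 with the correlation between genes estimated from the data. A move of the cells toward neurons or astrocytes would raise their markers, and neither list rose: the neuron markers had a mean of -0.10 and the astrocyte markers fell, with a mean of -0.60. The stem cell list did not pass the threshold (adjusted p = 0.206, mean log2 fold change -0.18), but 9 of its 14 genes were lower and its mean was lower in each of the 3 4HBP libraries than in each control, so a fall of these markers is not excluded. Gfap fell from 2306 ± 227 to 1475 ± 163 CPM (SD, n = 3 each) in proliferation medium (edgeR adjusted p = 6.5e-04). In differentiation medium, where the paper stained GFAP, its log2 fold change was 0.00.

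Microglia as a source of the inflammatory genes could not be examined, since only 3 of the 16 marker genes were detected well enough to be tested (adjusted p = 0.569). A different share of male and female embryos in the groups could not be excluded either: of 5 sex-linked genes, 1 did not overlap between the groups, where chance gives 10%, and this was Eif2s3y, named after its value was seen, with a log2 fold change of -0.15.

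In differentiation medium, 86 Reactome sets were higher and 3 lower with 4HBP with an adjusted p under 0.01. Cell Cycle had an NES of 1.84, Translation of 2.18 and Cholesterol biosynthesis of 2.59. As in proliferation medium, this test permutes genes and not libraries.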
